# Global Gene Expression Profiling in PAI-1 Knockout Murine Heart and Kidney: Molecular Basis of Cardiac-Selective Fibrosis

**DOI:** 10.1371/journal.pone.0063825

**Published:** 2013-05-28

**Authors:** Asish K. Ghosh, Sheila B. Murphy, Raj Kishore, Douglas E. Vaughan

## Abstract

Fibrosis is defined as an abnormal matrix remodeling due to excessive synthesis and accumulation of extracellular matrix proteins in tissues during wound healing or in response to chemical, mechanical and immunological stresses. At present, there is no effective therapy for organ fibrosis. Previous studies demonstrated that aged plasminogen activator inhibitor-1(PAI-1) knockout mice develop spontaneously cardiac-selective fibrosis without affecting any other organs. We hypothesized that differential expressions of profibrotic and antifibrotic genes in PAI-1 knockout hearts and unaffected organs lead to cardiac selective fibrosis. In order to address this prediction, we have used a genome-wide gene expression profiling of transcripts derived from aged PAI-1 knockout hearts and kidneys. The variations of global gene expression profiling were compared within four groups: wildtype heart vs. knockout heart; wildtype kidney vs. knockout kidney; knockout heart vs. knockout kidney and wildtype heart vs. wildtype kidney. Analysis of illumina-based microarray data revealed that several genes involved in different biological processes such as immune system processing, response to stress, cytokine signaling, cell proliferation, adhesion, migration, matrix organization and transcriptional regulation were affected in hearts and kidneys by the absence of PAI-1, a potent inhibitor of urokinase and tissue-type plasminogen activator. Importantly, the expressions of a number of genes, involved in profibrotic pathways including Ankrd1, Pi16, Egr1, Scx, Timp1, Timp2, Klf6, Loxl1 and Klotho, were deregulated in PAI-1 knockout hearts compared to wildtype hearts and PAI-1 knockout kidneys. While the levels of Ankrd1, Pi16 and Timp1 proteins were elevated during EndMT, the level of Timp4 protein was decreased. To our knowledge, this is the first comprehensive report on the influence of PAI-1 on global gene expression profiling in the heart and kidney and its implication in fibrogenesis and several other biological processes. The significance of these observations in the light of heart-specific profibrotic signaling and fibrogenesis are discussed.

## Introduction

In response to injury, the body’s defense system immediately responds leading to induction of inflammation which is an essential event during wound healing. Initially, vascular injury causes mononuclear cell infiltration/inflammation in affected organs. The infiltrating cells produce a wide variety of cytokines including the profibrotic cytokine TGF-ß that activates fibroblast migration to the injury site. Activated fibroblasts undergo differentiation to myofibroblasts that synthesize collagen and other extracellular matrix proteins and play a pivotal role in wound healing [1]–[4]. However, unchecked wound healing leads to loss of tissue homeostasis due to excessive synthesis and deposition of collagens by activated myofibroblasts in the wound area, a pathological manifestation of organ fibrosis [1]–[6]. Fibrosis is an end-stage pathological manifestation of numerous injury related diseases where different deregulated biological processes such as inflammation, cellular migration, proliferation, senescence and cytokine signaling participate and contribute to disease progression [1], [2], [7], [8]. At present, there is no effective therapy for organ fibrosis. In order to develop a novel therapeutic approach, it is important to identify the molecule(s) which ignite(s) the onset of fibrogenesis. Previous studies demonstrated that aged PAI-1 knockout mice develop cardiac-specific fibrosis without affecting any other organ [8]–[10] and thus provide an excellent animal model for identification of factor(s) that ignite(s) organ-specific fibrosis.

Plasminogen activator inhibitor-1 (PAI-1), a member of the serine protease inhibitor (serpin) gene superfamily, is the major physiologic inhibitor of serine proteases, urokinase-type plasminogen activator (u-PA) and tissue-type plasminogen activator (t-PA). The PAI-1 gene, codes for 48–50 kDa polypeptides with two well-characterized functional domains: vitronectin binding domain required for anchoring PAI-1 to extracellular matrix and reactive center loop (RCL) required for inhibition of u-PA and t-PA activities. PAI-1 is synthesized by a wide variety of cells including endothelial cells, adipocytes, cardiomyocytes, fibroblasts and macrophages. Active PAI-1 controls several biological processes in a cell-type- and tissue-type-specific manner including cellular proliferation, migration, adhesion, apoptosis, senescence, blood coagulation via modulating the activities of cytokines and transcriptional regulators [5], [11]–[13]. Through inhibition of uPA/tPA, PAI-1 inhibits the plasminogen-to-plasmin conversion and plasmin-dependent matrix metalloproteinase (MMP) activation. Non-physiologic levels (both decreased and increased) of this secreted serine protease inhibitor are associated with a wide variety of human diseases such as obesity, insulin resistance, diabetes, cardiovascular diseases, abnormal bleeding, emphysema, thrombosis, atherosclerosis, cancer, impairment of wound healing and multi-organ fibrosis [5], [14], [15]. Numerous studies demonstrated that in injury-induced fibrotic tissues, the level of PAI-1 is significantly elevated and plays an important role in fibrogenesis via suppression of the proteolytic degradation of extracellular matrix proteins [5]. Furthermore, PAI-1 deficient mice are protected from bleomycin-induced lung fibrosis and unilateral ureteral obstruction (UUO)-induced renal fibrosis suggesting the positive role of PAI-1 in fibrogenesis [16], [17]. Paradoxically, PAI-1 deficiency is associated with age-dependent spontaneous cardiac selective fibrosis and is characterized by the presence of inflammation, elevated levels of TGF-ß, constitutively activated Smads and Erk1/2 MAPK, increased number of fibroblast like cells and excessive collagen accumulation in pericardial, perivascular and interstitial areas [8]–[10]. Furthermore, PAI-1-deficient endothelial cells are more susceptible to endothelial to mesenchymal transition (EndMT) and EndMT derived myofibroblast-like cells may contribute to elevated collagen synthesis and cardiac fibrogenesis (reviewed in [5], [8], [18]). However, the molecular basis of spontaneous cardiac-selective fibrosis in this murine model is an enigma.

As global PAI-1 knockout mice (the whole coding region and part of the promoter deleted) [19], [20] develop age-dependent spontaneous fibrosis only in the hearts (8–10), we asked the most fundamental questions: why are the kidney and other organs not affected by fibrogenesis in PAI-1 knockout mice? Why does only the PAI-1 knockout heart develop fibrosis? In other words, what are the factors that ignite fibrogenesis in the heart? What is the status of those factors in PAI-1 knockout kidneys? We hypothesized that specific regulator(s) involved in initiation of fibrogenesis are differentially expressed in the PAI-1 knockout heart and kidney. In order to address this prediction, we examined the global gene expression profile in hearts and kidneys derived from aged wildtype and PAI-1 knockout mice using Illumina-based microarray analysis. We have identified several genes that are differentially expressed in PAI-1 knockout hearts and kidneys compared to wildtype controls. Importantly, we have identified a number of important regulators related to matrix remodeling and cardiac hypertrophy, which are upregulated in PAI-1 knockout hearts compared to wildtype hearts and PAI-1 knockout kidneys. The significance of these novel findings in the light of cardiac-specific fibrogenesis is discussed.

## Materials and Methods

### Experimental Animals and Organ Collection

PAI-1 knockout (PAI-1KO) and wild-type (WT) mice on a C57BL/6 background were purchased from Jackson laboratory (Bar Harbor, ME) and were maintained for 12–24 months. All mouse protocols were approved by the Animal Care and Use Committee of Northwestern University (Chicago, IL). The mice were sacrificed at the age of 12–24 months and heart, kidney, liver and lung were collected. Part of the heart, kidney, liver and lung was fixed in formalin and stored for histochemical analysis. The other half of the organ was snap frozen and stored at −80°C for RNA and biochemical analysis.

### Histology and Collagen Staining

For histological studies, fixed hearts derived from wildtype and PAI-1 knockout mice (n = 3–5) were sectioned in the short axis along the mid ventricle. The fixed kidneys, livers and lungs were sectioned and processed for staining. The levels of collagen deposition in hearts and kidneys were determined by Masson’s trichrome staining. Photographs were taken with an Olympus DP71 camera as described [8]. For quantification of fibrotic areas, Masson’s trichrome stained sections (whole tissues or 5 fields/mice) were analyzed with Image-Pro-Plus 6.3 software (Media Cybernetics, Bethesda, MD).

### RNA Extraction from Hearts and Kidneys Derived from PAI-1 Knockout and Wildtype Mice

Total RNA was extracted from hearts and kidneys derived from three PAI-1 knockout (12- month old) and three wild-type mice (12-month old) using RNeasy Fibrous Tissue Mini Kit (Qiagen, Valencia, CA) following the manufacturer’s instructions. In short, heart and kidney tissues were homogenized in RLT buffer using Tissue Lyser. The tissue lysate was mixed with RNase-free water and proteinase K and incubated at 55°C for 10 min. The lysate was centrifuged and supernatant was mixed with ethanol and the mixture was loaded to RNeasy mini column and centrifuged. Buffer RW1 was added to the column and centrifuged. DNase in RDD buffer was added to the column and incubated for 15 min at 25°C. The RNeasy column was washed with RW1 buffer and RPE buffer. The total RNA was collected in a new centrifuge tube using 50 µl RNase-free water and centrifugation. The concentrations of total RNA in each heart tissue and kidney tissue were determined by spectrophotometric analysis. The quality of RNA (RNA Integrity, RIN) in all 12 samples (3 wildtype hearts; 3 PAI-1 KO hearts; 3 wildtype kidneys; and 3 PAI-1 KO kidneys) was checked using the bioanalyzer.

### First and Second cDNA Strand Synthesis: cRNA Synthesis

For first strand synthesis, T7 oligo(dT) Primer, 10X First Strand Buffer, dNTP Mix, and RNase inhibitor were added in a RNA containing tube (20 µl) and incubated at 42°C for 2 h. To prepare the second strand, nuclease free water, 10X Second Strand buffer, dNTP Mix, DNA polymerase, and RNaseH (80 µl) were mixed. The master mix was transferred to each first strand synthesized sample and incubated at 16°C for 2 h. **cDNA purification**: 250 µl of cDNA binding buffer was added to each sample and mixed thoroughly before placing onto the middle of the filter Cartridge. The sample was centrifuged for 2 min and the flow-through was discarded. The cDNA filter cartridge was washed with wash buffer. The sample was centrifuged and flow-through was discarded. The cartridge was transferred to the cDNA elution tube and 10 µl of warm (53°C) nuclease free water was added. The sample was incubated at room temperature for 2 min and was centrifuged to collect the cDNA. A second aliquot of 10 µl preheated nuclease free water was applied and centrifuged for 2 min. The tubes were kept on ice for further processing.

### *In vitro* Transcription Reaction and cRNA Purification

T7 10X Reaction Buffer, T7 Enzyme Mix, Biotin-NTP Mix (total volume 7.5 µl) were mixed and spun for a few seconds. 7.5 µl of the IVT mix was added to each purified cDNA sample and mixed well. The sample was incubated at 37°C for 14 h. 350 µl of cRNA binding buffer followed by 250 µl of ethanol was added to each sample and mixed. The mixture was transferred to the cRNA filter cartridge and centrifuged for 2 min. The flow-through was discarded and 650 µl wash buffer was added to each cRNA filter cartridge and centrifuged. The filter cartridge was transferred to the fresh cRNA collection tubes and 40 µl warm nuclease free water was added. The filter was incubated at room temperature for 2 min and centrifuged. The quality of the sample was checked and the concentration of the cRNA was measured using the bioanalyzer.

### Microarray Procedure: Illumina Gene Expression Analysis QC Report

Twelve samples were processed. All the samples met the Illumina standard quality control checks. Data quality checks were performed using Bioconductor Lumi package [21] for R statistical programming environment. The data processing also included a normalization procedure utilizing quantile normalization method [22] to reduce the obscuring variation between microarrays, which was introduced during the processes of sample preparation, manufacture, fluorescence labeling, hybridization and/or scanning. 

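In the authors' normalized values, the median of all probes was 7.31 log2 in each of the 12 arrays. Across the probes of an array, these values correlated with the log2 of the deposited signal at r = 0.982 to 0.999, where probes are not independent replicates. Before normalization, the median signal lay between 87.5 in WT/KID replicate 3 and 98.6 in KO/KID replicate 3. When each array was only centred on its own median, the median difference of the kept probes moved by 0.12 log2 in knockout against wildtype kidneys and by -0.17 log2 in knockout hearts against knockout kidneys, and all changes are given relative to the quantile normalized scale.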

Hierarchical clustering and Principal Component Analysis were performed on the normalized signal data to assess the sample relationship and variability. Multiple metrics were taken to assess the overall quality of the hybridization. The advantage of quantile normalization is that it preserves the rank order of genes and has computation efficiency. However, it is possible that quantile normalization may eliminate differentially expressed genes whose intensity values are small.

### Relationship among and Variability of the Samples (Arrays)

Hierarchical clustering and multi-dimensional scaling analyses were performed to assess the relationship and variability of the samples. 

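The cardiomyocyte genes, which code for contractile and calcium-handling proteins of heart muscle, had a median of 13.07 to 13.46 log2 in the 6 hearts and of 6.48 to 6.53 log2 in the 6 kidneys. Hierarchical clustering of the kept probes, with average linkage on 1 - r, placed the hearts and the kidneys in separate clusters. With 3 clusters, KO/HT replicate 3 stood alone, and with 4 clusters the kidneys also parted by genotype, while KO/HT replicates 1 and 2 stayed with the wildtype hearts. With 5 clusters, KO/HT replicate 1 stood alone as well. The authors' normalized values gave the same clusters. The principal component that held most of the variance, 95.4%, separated the organs.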

All the 4 groups were clearly separated from each other. The MvA plots showed that there was a large variation between certain groups, such as Group2 (KO/HT) vs Group4 (KO/KID) and Group1 (WT/HT) vs. Group3 (WT/KID), suggesting big changes in gene expression. 

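Actc1, the cardiac alpha-actin, had a log2 level of 14.53 ± 0.07 (SD, n = 3) in wildtype hearts and of 6.45 ± 0.04 (SD, n = 3) in wildtype kidneys, where it was not detected. Miox, the renal enzyme that breaks down myo-inositol, stood at 6.69 ± 0.14 (SD, n = 3) in wildtype hearts and at 14.40 ± 0.05 (SD, n = 3) in wildtype kidneys. Over all kept probes, an array of a heart correlated with an array of a kidney at r = 0.724 to 0.748.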

The biological replicates were very consistent. 

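KO/HT replicate 3 had the highest level of the 6 hearts for Timp1, an inhibitor of metalloproteinases, at 9.73 log2, and for Nppa, the atrial natriuretic peptide, at 14.74 log2. In this heart, 201 probes lay at least 0.5 log2 above all other hearts and 71 probes as far below them. The numbers were 30 above and 16 below in KO/HT replicate 1, and 15 above and 1 below in KO/HT replicate 2. Arrays of knockout hearts correlated with each other at r = 0.986 to 0.992, and with wildtype hearts at r = 0.986 to 0.995. Within the wildtype hearts and within the wildtype kidneys r was 0.995 to 0.996, and within the knockout kidneys it was 0.993 to 0.996. In the hearts alone, the main component held 41.2% of the variance, with KO/HT replicate 3 at 25.3 and the other hearts between -8.99 and -3.01. In the kidneys alone, it held 45.5% and parted the genotypes, with wildtype kidneys at -15.3 to -4.54 and knockout kidneys at 6.92 to 16.0.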

The variation between other groups, eg. Group1 (WT/HT) vs. Group2 (KO/HT) and Group3 (WT/KID) vs. Group4 (KO/KID) was very small (**See** **Figure 1A–D**). Based on the analyses above, the overall data quality for all the 12 samples was acceptable.

**Figure 1:**
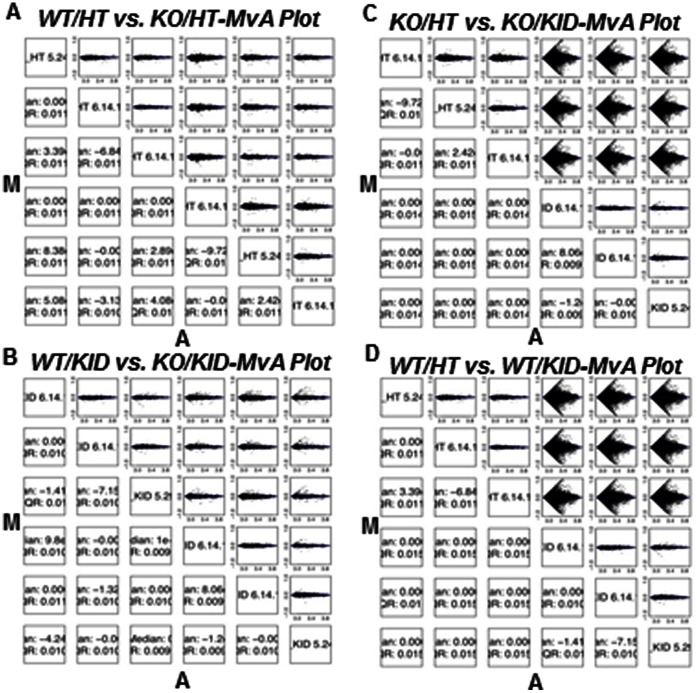
Relationship among and variability of samples. Hierarchical clustering and multi-dimensional scaling analyses were performed. The MvA plots showing the small variation in **A**. WT/HT vs. KO/HT and **B.** WT/KID vs. KO/KID, and large variation in **C.** KO/HT vs. KO/KID and **D.** WT/HT vs. WT/KID.

### Data Filtering and Microarray Gene Expression Analysis Method

As most genes are expressed only under certain conditions, lots of genes have expression signals below the background. These are defined by Illumina as “absent”. Probes absent in all samples were filtered out, leaving 19780 probes corresponding to 11105 genes in the downstream analysis. 

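Kl, the gene of the renal hormone Klotho, was detected in all kidneys and in no heart. From 14281 to 14678 probes were detected in the wildtype hearts, and from 14671 to 15292 in the knockout hearts. The kidneys gave from 15070 to 15485 in wildtype and from 15750 to 16080 in knockout animals, and the ranges of knockout hearts and wildtype kidneys overlap. The kept probes named 11244 distinct genes, of which 7165 had 1 kept probe.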

Differential gene expression between the different conditions was assessed by a statistical linear model analysis using the bioconductor package *limma,* in which an empirical Bayes method was used to moderate the standard errors of the estimated log-fold changes of gene expression. This method results in more stable inference and improved power, especially for experiments with small numbers of microarrays [23], [24]. The moderated t-statistic p-values derived from the *limma* analysis were further adjusted for multiple testing by Benjamini and Hochberg’s method to control false discovery rate (FDR). The lists of differentially expressed genes were obtained by the criteria of p-value <0.05 and fold change cutoff 1.5 for WT/HT vs KO/HT and WT/KID vs KO/KID and criteria of FDR <10% and fold change cutoff 1.5 for WT/HT vs WT/KID and KO/HT vs. KO/KID, and visualized by volcano plots. The microarray data has been deposited to NCBI GEO with the access number GSE46320.

### Quantitative qPCR of Genes for Validation: Procedure Real-Time Reverse-Transcription Polymerase Chain Reaction Analysis

The messenger RNA (mRNA) levels were quantified by complementary DNA synthesis (iScript cDNA Synthesis Kit, Bio-Rad, Hercules, CA) and quantitative polymerase chain reaction with SYBR Green SuperMix for IQ (Quanta Bioscience, Gaithersburg, MD). Levels of Ankrd1, Pi16, Egr1, Dbp and TIMP-1 were measured by quantitative PCR using gene specific primers and All-in-One qPCR kit (GeneCopoeia, Rockville, MD).

### Endothelial to Mesenchymal Transition (EndMT) Study and Western Blot Analysis

Mouse cardiac endothelial cells were cultured in 10% FBS containing EBM-2 media. The cells were cultured overnight at 2% FBS containing media and treated with TGF-ß2 for 7days. At the end of the incubation, cells were harvested and whole cell lysates were prepared. Equal amount of proteins were loaded on a 4–12% Tris-glycine gradient gel and processes for immunoblot analysis as described [8] using antibodies (1 µg/ml) against Ankrd1 (Novus Biologicals, Littleton, CO), Pi16 (R&D, Minneapolis, MN), Timp1 (Santa Cruz Biotech, Santa Cruz, CA), Timp4 (Millipore, Billerica, MA) and Actin (Abcam, Cambridge, MA).

### Statistical Analysis

Data are presented as Mean ± SEM. The significance of differences between controls and experimental groups were estimated by t-test and a value of *P*<0.05 by Student *t* test was considered statistically significant. Statistical analyses were performed with GraphPad Prism 3.0 (GraphPad Software Inc, San Diego, CA).

## Results

### Pathological Manifestation of Fibrosis in Hearts and Kidneys Derived from 12-month and 24-month Old Wildtype and PAI-1 Knockout Mice

Previously, we reported that PAI-1 deficiency is associated with age-dependent cardiac fibrosis [8]. Hearts and kidneys explanted from aged PAI-1 knockout and wildtype mice were subjected to histological study. Levels of collagen were measured by Masson’s trichrome staining. Results revealed that while myocardial tissues derived from 12-month old PAI-1 knockout mice showed modest accumulation of collagen compared to age-matched wildtype controls (Wildtype 12 m 0.0057±0.0015 vs. PAI-1 knockout 12 m 0.0541±0.0248; p = 0.09), myocardial tissues derived from 24-month old PAI-1 knockout mice showed significantly elevated levels of collagen accumulation compared to age- and sex-matched wildtype controls (Wildtype 24 m 0.0143±0.006 vs. PAI-1 knockout 24 m 0.1546±0.0144; p = 0.0004) (**Figure 2A–D**). In contrast, collagen accumulation in kidneys derived from both 12-month and 24-month old PAI-1 knockout mice were insignificant and comparable with age- and sex-matched wildtype controls (Wildtype 12 m 0.00125±0.00029 vs. PAI-1 knockout 12 m 0.00153±0.00035; p = 0.55) (Wildtype 24 m 0.00248±0.00052 vs. PAI-1 knockout 24 m 0.00177±0.00033; p = 0.24) (**Figure 2E–H**) suggesting PAI-1 deficiency is associated with age-dependent cardiac-selective fibrosis. Results also revealed that PAI-1 deficiency is not associated with age-dependent fibrosis in liver (Wildtype 24 m 0.00203±0.00051 vs. PAI-1 knockout 24 m 0.00125±0.00017; p = 0.11) and lung (Wildtype 24 m 0.00209±0.00054 vs. PAI-1 knockout 24 m 0.00196±0.00054; p = 0.86) compared to age-matched wildtype controls (**Figure S1**). As the molecular events of fibrogenesis start earlier, before the pathological manifestation of fibrosis, we decided to study the global gene expression profiling in 12-month old PAI-1 knockout mice where pathological manifestation of fibrosis or accumulation of collagen is not significant. We anticipated that this would help us to identify the regulatory factors responsible for initiation of fibrogenesis in the heart.

**Figure 2:**
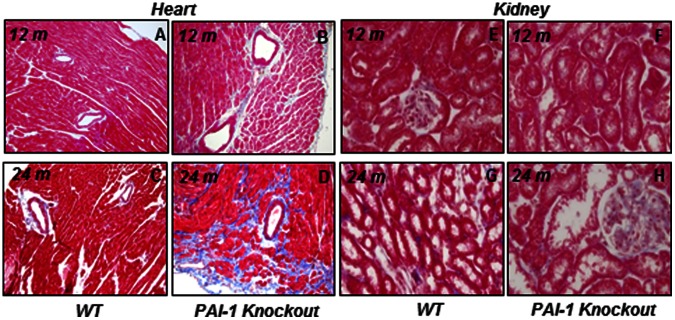
PAI-1 deficiency is associated with fibrosis in hearts but not in kidneys. The levels of collagen accumulation in cardiac and renal tissues derived from wildtype and PAI-1 knockout mice were determined by Masson’s trichrome staining. Photographs were taken by an Olympus DP71 camera. **A.** 12-month old WT/HT; **B.** 12-month old PAI-1 KO/HT; **C.** 24-month old WT/HT; **D.** 24-month old PAI-1 KO/HT; **E.** 12-month old WT/KID, **F.** 12-month old PAI-1 KO/KID, **G.** 24-month old WT/KID, **H.** 24-month old PAI-1 KO/KID.

### Hierarchical Clustering of Gene Expression: Summary and Interpretation of the Comparisons with Statistics

The global gene expression profile in wildtype and PAI-I knockout hearts and kidneys were compared. Four comparisons were made within four groups: Wildtype heart (WT/HT), Knockout Heart (KO/HT), Wildtype Kidney (WT/KID) and Knockout Kidney (KO/KID). 

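RNA of 12 samples was measured on Illumina mouse bead arrays, from 3 hearts and 3 kidneys of wildtype mice and as many of PAI-1 knockout mice, all 12 months of age. The deposited signal table lists 45281 probes, each with a summary intensity on a linear scale and a detection p-value per array. By their values these signals were neither background-subtracted nor normalized between arrays, and the smallest was 71.7. All arrays were quantile normalized together and log2 transformed. The 19780 probes with a detection p-value under 0.01 in at least 1 array were kept. Of these, 17073 carried 1 gene symbol in the annotation, 9 carried several and 2698 carried none and are called unnamed here. A gene was given the value of its detected probe with the highest mean over the 12 arrays.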

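Probes were compared in 1 limma model with a mean for each of the 4 groups, by its moderated test in both directions, and p-values were adjusted over all kept probes by Benjamini and Hochberg's method. A gene is said to have risen or fallen only at an adjusted p under 0.05. Differences are log2 values with a standard error (SE), taken as knockout minus wildtype within an organ and as heart minus kidney within a genotype. Levels are log2 means ± SD with n = 3 arrays. The interaction is the difference between genotypes in hearts minus the difference between genotypes in kidneys. The tests, the alternatives, the rule for the genes to be named and the lists of genes with a shared function or cell type were chosen before the data were examined, but after the paper's tables had been read. Each list was tested with camera, which asks whether the genes of a list differ from all other genes, at a preset correlation of 0.01 between genes and again with an estimated correlation. The number of arrays limits the precision of every value.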

We compared Group1 (WT/HT) with Group2 (KO/HT), Group3 (WT/KID) with Group4 (KO/KID), Group2 (KO/HT) with Group4 (KO/KID) and Group1 (WT/HT) with Group3 (WT/KID) respectively (**Figure 3**). For the comparison, the first condition in the group name before the “vs.” sign is upregulated when the fold change has a positive, and is down-regulated when the fold change has a negative sign**.** The results of the probe-level differential gene expression were visualized by a volcano plot. 

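Taf6, a subunit of the general transcription factor TFIID, decreased by 1.17 log2 (SE 0.08, adjusted p = 4.7e-05 from limma) in PAI-1 knockout hearts and dropped by 0.93 log2 (SE 0.08, adjusted p = 0.000271) in PAI-1 knockout kidneys. Its level was 7.89 ± 0.14 in wildtype hearts, 6.72 ± 0.11 in knockout hearts, 7.51 ± 0.10 in wildtype kidneys and 6.58 ± 0.05 in knockout kidneys (SD, n = 3 each). The other of its 2 detected probes passed the test in neither organ. Trim56, a ubiquitin ligase of antiviral signaling, fell by 0.49 log2 (SE 0.07, adjusted p = 0.0197) in hearts and fell by 0.53 log2 (SE 0.07, adjusted p = 0.00297) in kidneys. Its heart call did not hold without WT/HT replicate 2 or without WT/HT replicate 3, where the adjusted p was at most 0.145.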

While only a few genes were found to be differentially expressed between WT/HT and KO/HT (Figure 3A) and between WT/KID and KO/KID (Figure 3B), the expression patterns of numerous genes were significantly different when compared between KO/HT and KO/KID (**Figure 3C**) or between WT/HT and WT/KID (Figure 3D) as visualized by volcano plots.

**Figure 3:**
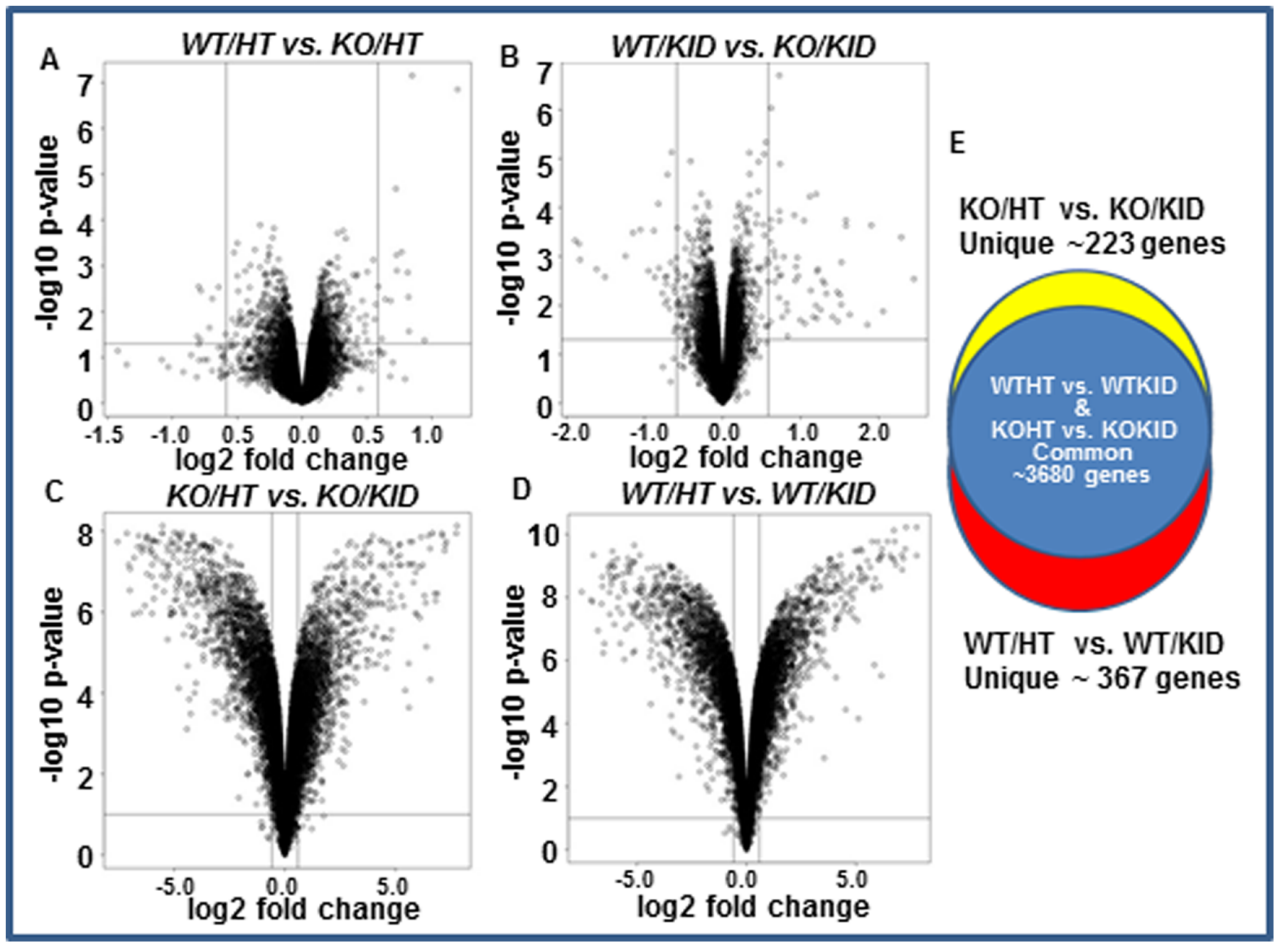
Effect of PAI-1 deficiency on differential global gene expression profiling in hearts and kidneys. Differentially expressed genes are presented by volcano plots with fold induction or repression and statistical significance in four different groups. **A.** Expression levels of genes in wildtype and PAI-1 knockout hearts. **B.** Expression levels of genes in wildtype and PAI-1 knockout kidneys. **C.** Expression levels of genes in PAI-1 knockout hearts and kidneys. **D.** Expression levels of genes in wildtype hearts and kidneys. **E.** Venn diagram showing the differentially expressed genes which are common in PAI-1 KO/HT vs. PAI-1 KO/KID group and WT/HT vs. WT/KID group (Blue); and unique in PAI-1 KO/HT vs. KO/KID group (Yellow) and WT/HT vs. WT/KID group (Red).

### Differentially Expressed Genes

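In PAI-1 knockout hearts, 4 probes rose and 9 fell against wildtype hearts. Whrn, which codes for the scaffold protein whirlin, decreased by 0.87 log2 (SE 0.13, adjusted p = 0.0438 from limma), from 9.35 ± 0.05 to 8.48 ± 0.28 (SD, n = 3). Nipsnap2, a mitochondrial protein, decreased by 0.81 log2 (SE 0.10, adjusted p = 0.0126), from 10.48 ± 0.03 to 9.67 ± 0.25 (SD, n = 3). Nmral1, a sensor of NADPH, rose by 0.51 log2 (SE 0.07, adjusted p = 0.0217) and Strip2 rose by 0.37 log2 (SE 0.05, adjusted p = 0.0333), and the other of the 2 probes of Strip2 did not pass. The remaining changed probes were those of Taf6, Trim56 and Spon2, 1 of the 3 probes of the clock gene Ciart and 2 unnamed probes. Those of Fbxl22, Herc1 and Clip1 changed as well and are named after their values were seen. The 2 unnamed probes had the largest falls, by 1.91 log2 (adjusted p = 8.85e-09 from limma) and 1.30 log2 (adjusted p = 6.57e-08). Both also fell in kidneys, by 1.23 log2 and 1.03 log2 (adjusted p = 1.03e-06 for each). Zfp68, which the paper lists as lower in both organs, has no probe under its name in the annotation. At an unadjusted p under 0.05 and at least 1.5-fold, 44 probes were higher and 29 lower, which named 54 genes and left 9 probes unnamed. Xist, the transcript of the inactive X chromosome, was detected in all wildtype hearts and in KO/HT replicates 2 and 3, and Eif2s3y of the Y chromosome in KO/HT replicate 1. A difference of sex may thus contribute between these genotypes, and with all arrays it was not separated here. Without KO/HT replicate 1, every heart left had Xist, and 10 of the 13 changed probes were still called. For these 10 probes, this argues against a difference of sex as the source of the call.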

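Leaving out 1 heart changed these counts. The count at an adjusted p under 0.05 was 7 without WT/HT replicate 2, 4 without WT/HT replicate 3, 33 without KO/HT replicate 1 and 116 without KO/HT replicate 2, and the count at 1.5-fold was 152 without KO/HT replicate 2. Of the 13 changed probes, 5 were still called without WT/HT replicate 2 and 3 without WT/HT replicate 3. The calls of Whrn and Strip2 were lost without any 1 heart other than KO/HT replicate 2, with an adjusted p up to 0.224 for Whrn and 0.158 for Strip2. That of Nmral1 was lost without any 1 wildtype heart or KO/HT replicate 3 (up to 0.157), and that of Nipsnap2 without WT/HT replicate 2 or 3 (up to 0.0788). Without both KO/HT replicates 1 and 3, a choice made after the data were seen, 27 probes passed. With the neqc background correction, 11 probes rose and 10 fell, and without quantile normalization 53 were higher and 17 lower at 1.5-fold.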

Global gene expression profiling revealed that only 17 genes were differentially expressed in wildtype and PAI-1 knockout hearts. 

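Spon2, a matrix protein that binds bacterial products, fell by 0.83 log2 (SE 0.11, adjusted p = 0.0197 from limma) in knockout hearts, from 9.66 ± 0.18 to 8.83 ± 0.25 (SD, n = 3). Phlda1, a pleckstrin homology-like protein, stood at 9.23 ± 0.26 in wildtype and 10.10 ± 0.27 in knockout hearts (SD, n = 3), a difference of 0.87 log2 (SE 0.14, adjusted p = 0.0512). Fbln2, a matrix glycoprotein, differed by 0.65 log2 (SE 0.17, adjusted p = 0.263), and by 0.05 and 0.28 log2 in its other detected probes (adjusted p = 0.950 and 0.392). Acta2, the smooth muscle actin, differed by -0.80 log2 (SE 0.22, adjusted p = 0.298) and Ces1d, a carboxylesterase, by -0.93 log2 (SE 0.27, adjusted p = 0.343). Of the 17 genes of Table S1, 15 were measured, and all 15 had the direction of the table and passed 1.5-fold at an unadjusted p under 0.05 in at least 1 probe. Of them, 5 had a probe past the adjusted p over all probes, and 13 passed when adjusted over the list alone, which is not independent evidence since the list was chosen on these samples. The call of Spon2 was lost without WT/HT replicate 2 or without WT/HT replicate 3 (adjusted p up to 0.133). Phlda1 passed without WT/HT replicate 2 (1.01 log2, adjusted p = 0.0297) or KO/HT replicate 2 (1.01 log2, adjusted p = 0.00857), and Fbln2 without KO/HT replicate 2 (0.82 log2, adjusted p = 0.0492).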

Out of 17 genes, 7 genes including Ankrd1, Dbp, Fbln2, Pi16 and Phlda 1 were upregulated and 10 genes including Acta2, H2-Ab1, Spon2 and Ces1d were downregulated in PAI-1 knockout hearts compared to age- and sex-matched wildtype controls (**Table 1** **;** see **Table S1**). 

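In PAI-1 knockout kidneys, 48 probes rose and 60 fell against wildtype kidneys, with 44 named genes and 63 unnamed probes among them. Unnamed probes had the largest fall (-2.71 log2, adjusted p = 0.00306 from limma) and the largest rise (2.15 log2, adjusted p = 0.00297). Apob, the apolipoprotein of low density lipoprotein, rose by 0.68 log2 (SE 0.08, adjusted p = 0.00136 from limma), from 8.62 ± 0.15 to 9.30 ± 0.12 (SD, n = 3). Hpd, an enzyme of tyrosine breakdown, rose by 0.55 log2 (SE 0.07, adjusted p = 0.00278), Ogn, a small proteoglycan, by 0.50 log2 (SE 0.08, adjusted p = 0.0182) and the organic anion transporter Slc22a13 by 0.49 log2 (SE 0.09, adjusted p = 0.0444). Hsd3b2, a steroid dehydrogenase, fell by 1.05 log2 (SE 0.12, adjusted p = 0.00178), and Mfsd2a, a lipid transporter, fell by 0.93 log2 (SE 0.18, adjusted p = 0.0415). Mid1, a ubiquitin ligase, fell by 0.87 log2 (SE 0.13, adjusted p = 0.0119), Alas1, the enzyme that starts heme synthesis, fell by 0.68 log2 (SE 0.11, adjusted p = 0.0159) and Polr1d, a subunit of RNA polymerases, fell by 0.63 log2 (SE 0.07, adjusted p = 0.00154). Of the detected probes, 3 of 6 for Hsd3b2 and 1 of 3 for Polr1d had the opposite sign, and none but the probe given passed for these 2 genes, for Ogn (3 probes, the others at 0.06 log2) or for Slc22a13 (2 probes, the other at 0.19 log2). At an unadjusted p under 0.05 and at least 1.5-fold, 45 probes were higher and 68 lower, with 38 named genes and 67 unnamed probes.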

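The count at an adjusted p under 0.05 was 59 without WT/KID replicate 2, 63 without KO/KID replicate 2 and 62 without KO/KID replicate 3. The call of Mfsd2a was lost without any of the same 3 arrays (adjusted p up to 0.162), that of Mid1 without WT/KID replicate 2 (0.0616) and that of Alas1 without KO/KID replicate 2 or 3 (up to 0.0723). Ogn was not called without any 1 kidney other than WT/KID replicate 1 (up to 0.0723), and Slc22a13 without any 1 kidney other than WT/KID replicate 3 (up to 0.206). At 1.5-fold, the neqc correction gave 164 higher and 141 lower probes. Without quantile normalization 204 were higher and 59 lower, and at an adjusted p under 0.05 the split was 2455 to 89.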

Gene expression profiling revealed that 31 genes were differentially expressed in kidneys derived from PAI-1 knockout mice and wildtype mice. 

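Acad10, an acyl-CoA dehydrogenase, rose by 0.64 log2 (SE 0.10, adjusted p = 0.0106 from limma) in knockout kidneys, from 9.36 ± 0.19 to 10.00 ± 0.14 (SD, n = 3), though 1 of its 3 probes did not pass. The immediate early transcription factor Egr1 fell by 1.80 log2 (SE 0.33, adjusted p = 0.0363), from 10.20 ± 0.30 to 8.40 ± 0.39 (SD, n = 3). Aldh8a1, an aldehyde dehydrogenase, differed by 0.65 log2 (SE 0.17, adjusted p = 0.134), and by 0.13 log2 in its other detected probe (adjusted p = 0.784). Bcl6, a transcriptional repressor, had levels of 9.69 ± 0.73 in wildtype and 8.55 ± 0.12 in knockout kidneys (SD, n = 3), a difference of -1.14 log2 (SE 0.25, adjusted p = 0.0816), and the stress-response gene Ier3 differed by -0.68 log2 (SE 0.19, adjusted p = 0.190). Of the 30 genes of Table S2, 25 were measured, 24 of them in the direction of the table, and 22 passed 1.5-fold at an unadjusted p under 0.05. In all, 6 passed the adjusted p over all probes and 23 when adjusted over the list alone, which is not independent evidence since the list was chosen on these samples. The call of Egr1 was lost without any 1 of the 6 kidneys (adjusted p up to 0.149, without KO/KID replicate 2), and Bcl6 passed without WT/KID replicate 3 (-1.47 log2, adjusted p = 0.00655).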

Out of 31 differentially expressed genes, 7 genes were upregulated including Prlr, Acad10, Aldh8a1 and 24 genes were downregulated including ler3, Egr1, Bcl6 and Dbp in PAI-1 knockout kidneys compared to age- and sex-matched control kidneys (**Table 2** **;** for details see **Table S2**). 

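Myl2, the ventricular myosin light chain, was higher in PAI-1 knockout hearts than in knockout kidneys by 8.58 log2 (SE 0.05, adjusted p = 1.03e-17 from limma), at least 338-fold, as it was not detected in kidneys. Myl3 was at least 330-fold and Actc1 at least 243-fold higher in hearts. Slc34a1, the phosphate transporter of the proximal tubule, had a difference of -8.22 log2 (SE 0.16, adjusted p = 2.56e-13), Kap, an androgen-regulated kidney protein, one of -7.75 log2, and Slc27a2, a fatty acid transporter, one of -7.49 log2. In all, 6901 probes were higher and 5981 lower in hearts at an adjusted p under 0.05, with 8038 named genes and 1613 unnamed probes. At a false discovery rate of 10% and at least 1.5-fold, 3206 were higher and 2949 lower, with 4160 named genes and 715 unnamed probes. Without quantile normalization, the splits were 3886 to 9214 and 1783 to 4984. Eif2s3y was detected in 3 knockout kidneys and in 1 knockout heart, and Xist in 2 knockout hearts and in no kidney. By these transcripts, organ and sex are partly confounded between the knockout organs.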

Almost 3900 genes were differentially expressed when compared between knockout hearts and knockout kidneys (**Table S3**). Many of these differentially expressed genes in knockout hearts and kidneys represent tissue-specific differential gene expression as well as differential expression influenced by PAI-1 deficiency as evidenced by altered fold change of expression of a particular gene when compared between WT/HT vs. WT/KID with KO/HT vs. KO/KID. 

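Ciart, a repressor in the circadian clock, had the highest positive interaction among the named genes that passed, 1.67 log2 (SE 0.25, adjusted p = 0.0305 from limma). Its level was 7.09 ± 0.21 in wildtype and 8.13 ± 0.43 in knockout hearts, against 7.33 ± 0.12 and 6.69 ± 0.16 in the kidneys (SD, n = 3 each). Hsd3b2 had an interaction of 1.11 log2 (SE 0.17, adjusted p = 0.0353), with hearts at 9.89 ± 0.12 and 9.94 ± 0.17 (SD, n = 3). The other genes that passed were Haghl with 0.60 log2 (SE 0.10, adjusted p = 0.0456), Apob with -0.71 log2 (SE 0.11, adjusted p = 0.0305) and the muscle F-box protein Fbxl22 with -0.48 log2 (SE 0.07, adjusted p = 0.0305). The other detected probes of Hsd3b2 and Haghl did not pass, with the opposite sign in 3 of 6 for Hsd3b2 and 1 of 3 for Haghl. In all, 20 probes passed, 11 with a positive and 9 with a negative interaction, and 13 of them were unnamed. At an unadjusted p under 0.05 there were 1757. Without quantile normalization, 5 were positive and 13 negative. Xist was detected in hearts alone, and Eif2s3y in all kidneys and in 1 knockout heart. The interaction therefore does not separate organ from sex.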

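The interaction count was 11 without WT/HT replicate 1, 7 without WT/HT replicate 2 or WT/HT replicate 3, 4 without WT/KID replicate 2 and 12 without KO/KID replicate 2. The call of Ciart held without KO/HT replicate 1, KO/HT replicate 3 or KO/KID replicate 1 and was lost without any other 1 array (adjusted p up to 0.106). Hsd3b2 was called without KO/HT replicate 3 or WT/KID replicate 1 and otherwise not (up to 0.146). Haghl was called only without KO/HT replicate 3 (up to 0.146 otherwise), Fbxl22 only without WT/HT replicate 1 or KO/HT replicate 1 (up to 0.126 otherwise) and Apob only without WT/KID replicate 1, WT/KID replicate 3 or KO/KID replicate 3 (up to 0.132 otherwise).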

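Myoglobin, coded by Mb, was higher in wildtype hearts than in wildtype kidneys by 8.06 log2 (SE 0.06, adjusted p = 1.05e-16 from limma), at least 247-fold, and the myosin heavy chain Myh6 was at least 221-fold higher. Umod, the uromodulin of the thick ascending limb, differed by -7.35 log2 (SE 0.10, adjusted p = 6.41e-15), from 6.61 ± 0.16 in hearts to 13.96 ± 0.15 in kidneys (SD, n = 3). In all, 7106 probes were higher and 6217 lower in wildtype hearts at an adjusted p under 0.05, with 8252 named genes and 1743 unnamed probes. At 1.5-fold and a false discovery rate of 10%, 3385 were higher and 3020 lower, with 4336 named genes and 754 unnamed probes. Without quantile normalization, the splits were 4692 to 7804 and 2160 to 4166. Xist was detected in the 3 wildtype hearts and in no kidney, and Eif2s3y in the 3 wildtype kidneys and in no wildtype heart. The counts between the wildtype organs therefore do not separate organ from sex.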

While gene expression profiling was compared between wildtype hearts and kidneys, 4049 genes were differentially expressed (**Table S4**). These differentially expressed genes in wildtype hearts and kidneys represent only tissue-specific differential gene expression. This is one of the limitations of comparing of global gene expression profiling using two different tissues. However to overcome this issue, we further identified unique genes which are differentially expressed either only in the knockout heart and kidney comparison or in the wildtype heart and kidney comparison. Results revealed that while the expression of 223 genes out of 3900 differentially expressed common genes were altered uniquely in knockout heart and kidney (**Table 3** **, Table S5,** **Figure 3E**), 367 genes out of 4049 differentially expressed common genes showed altered expression uniquely in wildtype heart and kidney. For example, Agtr 1a, Vegfc, Sirt2, Rb1 were upregulated and Ctgf, Ier3, Junb were downregulated in wildtype heart compared to wildtype kidney (**Table 4** **, Table S6;** **Figure 3E**). 

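Ciart was the gene among those limited to the knockout comparison whose interaction passed the adjusted p. At the criteria of the methods, 311 genes passed between knockout hearts and kidneys and in no probe between wildtype hearts and kidneys, and 487 genes passed the other way round. Another 3849 genes passed in both comparisons, 1943 of them higher and 1895 lower in hearts in both. Of the 311 genes, 295 had the same direction in the wildtype comparison, with a median fold of 1.53 between knockout and 1.37 between wildtype organs. Of the 487 genes, 454 had the same direction in the knockout comparison, with median folds of 1.35 between knockout and 1.53 between wildtype organs. The 487 genes include Eif2s3y, so a difference of sex may contribute to them. For the interaction, limma called 0 of the 487 genes, with 137 at an unadjusted p under 0.05, 0 by an unmoderated test and 1 by limma with trend and robust moderation. Of the 311 genes, these counts were 1, 76, 0 and 2. Of the genes of Table S5 and Table S6, which were chosen on these samples, 199 and 322 were measured, and 84 and 133 were limited to the same comparison here. With the authors' normalized values these numbers were 197 and 319.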

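Vegfc, a growth factor of lymphatic vessels, was higher in wildtype hearts than in wildtype kidneys by 1.10 log2 (SE 0.06, adjusted p = 1.01e-08 from limma), and the deacetylase Sirt2 by 0.73 log2 (SE 0.08, adjusted p = 2.49e-06). Agtr1a, the angiotensin II receptor, was higher by 0.82 log2 (SE 0.20, adjusted p = 0.00326), from 9.06 ± 0.06 in kidneys to 9.87 ± 0.09 in hearts (SD, n = 3). Rb1, the retinoblastoma protein, was higher by 0.30 log2 (SE 0.07, adjusted p = 0.00223), by -0.14 log2 without quantile normalization, and by 0.87 log2 (adjusted p = 3.98e-06) in its other detected probe. Lower in wildtype hearts were Ccn2, which the paper names Ctgf, by -0.64 log2 (SE 0.20, adjusted p = 0.0145, and 0.114 in its other detected probe), Ier3 by -0.65 log2 (SE 0.19, adjusted p = 0.0101), Junb by -0.79 log2 (SE 0.26, adjusted p = 0.0167) and Zfp36, which destabilizes messenger RNA, by -1.11 log2 (SE 0.21, adjusted p = 0.000502). No interaction of these genes passed, with 1.28 log2 for Junb (adjusted p = 0.319), 1.23 for Zfp36 (adjusted p = 0.223), 1.04 for Ier3 (adjusted p = 0.268) and 0.49 for Ccn2 (adjusted p = 0.661). It was -0.41 for Agtr1a (adjusted p = 0.714), -0.17 for Vegfc (adjusted p = 0.606), -0.07 for Sirt2 (adjusted p = 0.886) and -0.20 for Rb1 (adjusted p = 0.580). The call of Ccn2 was lost without WT/HT replicate 1 or WT/KID replicate 3 (adjusted p up to 0.0528), and that of Junb without WT/HT replicate 2, WT/HT replicate 3 or WT/KID replicate 3 (up to 0.0806). The interaction of Ier3 passed without KO/HT replicate 1 (1.29 log2, adjusted p = 0.0447).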

Please note that the genes listed in **Table 3** and **Table 4** were unique in two comparisons. As the primary goal of the present study was to identify the differentially expressed genes related to matrix remodeling, we further analyzed the results of unique gene expression profiling in knockout hearts and kidneys (absent in wildtype heart and kidney comparison). 

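Of 28 measured collagens and matrix proteins, 20 were higher and 1 was lower in knockout hearts than in knockout kidneys, with the same numbers when adjusted over the list alone. Between wildtype organs, 18 were higher and 3 lower, also when adjusted over the list alone. The list was called in both, with an adjusted p from camera of 0.000872 between knockout and 0.0128 between wildtype organs, and with an estimated correlation the adjusted p was 0.570 and 0.756. Its interaction had a median of 0.15 log2, with 25 of the 28 genes above 0, none past the adjusted p of limma and an adjusted p of 0.00183 from camera. With an estimated correlation that adjusted p was 0.662, and without KO/HT replicate 3 it was 0.720. Of 16 metalloproteinases and inhibitors, 8 were higher and 2 lower in knockout hearts (8 and 2 when adjusted over the list alone), and camera gave an adjusted p of 0.174. In KO/HT replicate 3, all 28 matrix genes lay above the mean of the other hearts.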

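Scx, a transcription factor of tendon and valve cells that the paper links to collagen synthesis, was higher in knockout hearts than in knockout kidneys by 0.98 log2 (SE 0.14, adjusted p = 6.38e-05 from limma). Between wildtype organs it was higher by 0.63 log2 (adjusted p = 0.00195). The metalloproteinase Mmp23 was higher by 0.99 log2 (SE 0.20, adjusted p = 0.000986), and by 0.67 log2 without KO/HT replicate 3. Klf6, a zinc finger transcription factor, was higher by 0.92 log2 (SE 0.15, adjusted p = 0.000133), with wildtype levels of 8.46 ± 0.32 in hearts and 7.77 ± 0.23 in kidneys (SD, n = 3), while its other detected probe did not pass (0.16 log2, adjusted p = 0.0547). The transcription factor Ebf2 was higher by 1.12 log2 (SE 0.08, adjusted p = 4.98e-08), at least 2.05-fold, and was detected in no kidney. The interaction was 0.35 log2 for Scx (adjusted p = 0.653), 0.55 for Mmp23 (adjusted p = 0.601), 0.23 for Klf6 (adjusted p = 0.797) and 0.26 for Ebf2 (adjusted p = 0.521). The heart-kidney difference of these genes was thus not shown to differ between the genotypes.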

We have identified several upregulated genes including Timp1, Dbp, Scx, MMP23, Egr1, Ebf2, Klf6 and Loxl1 (**Table 3A**) in knockout hearts compared to knockout kidneys which may individually or together play an important role in matrix remodeling and cardiac fibrosis. 

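Xbp1, the transcription factor of the unfolded protein response, was lower in knockout hearts than in knockout kidneys by -0.74 log2 (SE 0.12, adjusted p = 0.000142 from limma). Stx7, a syntaxin of endosomes, was lower by -0.82 log2 (SE 0.13, adjusted p = 0.000141). Dad1, a subunit of oligosaccharyltransferase, was lower by -0.59 log2 (SE 0.07, adjusted p = 1.56e-05), with the opposite sign in 1 of its 2 probes. The kinases Cdk8 and Map3k11 were lower by -0.76 log2 (SE 0.07, adjusted p = 1.69e-06) and by -0.78 log2 (SE 0.08, adjusted p = 2.16e-06). In wildtype organs Cdk8 stood at 7.99 ± 0.10 in hearts and 8.67 ± 0.09 in kidneys (SD, n = 3). No interaction passed, with -0.32 log2 for Xbp1 (adjusted p = 0.605), -0.30 for Stx7 (adjusted p = 0.683), -0.05 for Dad1 (adjusted p = 0.912), -0.08 for Cdk8 (adjusted p = 0.873) and -0.20 for Map3k11 (adjusted p = 0.634).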

The downregulated genes in knockout hearts compared to knockout kidneys include Xbp1, Stx7, Dad1, Cdk8 and Map3k11 (**Table 3B**).

**Table 1:** Differential gene expression in wildtype and PAI-1 knockout hearts.

Gene Symbol	Gene Name Upregulated (A)	p value
Ankrd1	Ankyrin repeat domain1	0.04
Dbp	D site albumin binding protein	0.03
Fxyd6	FXYD domain containing ion transport regulator 6	0.003
Fbln2	Fibulin 2	0.03
Pi16	Protease inhibitor 16	0.02
Phlda 1	Pleckstrin homology-like domain family Amember 1	0.002
**Gene Symbol**	**Gene Name Downregulated (B)**	**p value**
Taf6	Transcription initiation factor TFIID subunit 6	0.00002
H2-Ab1	Histocompatibility 2, class II antigen A, beta 1	0.03
Zfp68	Zinc finger protein 68	0.0000001
Acot 1	Acyl-CoA thioesterase 1	0.02
Spon2	Spondin 2	0.001
Ces1d	Carboxylesterase 1D	0.04

Genes upregulated (>1.5 fold) in knockout hearts compared to wildtype hearts (A). Genes downregulated (<1.5 fold) in knockout hearts compared to wildtype hearts (B).

**Table 2:** Differential gene expression in wildtype and PAI-1 knockout kidneys.

GeneSymbol		Gene Name Upregulated (A)	p value
Aldh8a1		Aldehyde dehydrogenase 8 family, member A1	0.02
Prlr		Prolactin receptor	0.00002
Hbb-b1		hemoglobin beta, adult major chain	0.001
Hbb-a1		hemoglobin alpha, adult chain 1	0.03
Acad10		Acyl-coenzyme dehydrogenase family, member 10	0.001
Dnase 1		deoxyribonuclease 1	0.009
**Gene** **Symbol**	**Gene Name Downregulated (B)**		**p value**
Dusp1	Dual specificity phosphatase 1		0.002
Ier3	Immediate early response 3		0.003
Zfp36	Zinc finger protein 36		0.001
Zfp68	Zinc finger protein 68		0.000002
JunB	JunB oncogene		0.007
Prf1	perforin/serine protease		0.04
Egr1	Early growth response 1		0.0001
Bcl6	B cell lymphoma 6		0.02
Dbp	D-site albumin promoter binding protein		0.02
Mvp	major vault protein		0.005
Chka	Choline kinase alpha		0.009

Genes upregulated (>1.5 fold) in knockout kidneys compared to wildtype kidneys (A). Genes downregulated (<1.5 fold) in knockout kidneys compared to wildtype kidneys (B).

**Table 3:** Differential gene expression in PAI-1 knockout hearts and kidneys.

GeneSymbol	Gene Name Upregulated (A)	p value
TIMP1	Tissue inhibitor of metalloproteinase 1	0.02
Dbp	D site albumin promoter binding protein	0.01
Scx	Scleraxis	0.001
Col3A1	Collagen, type III, alpha 1	0.007
MMP23	Matrix metallopeptidase 23	0.01
Igfbp6	Insulin-like growth factor binding protein 6	0.005
Klf6	Kruppel-like factor 6	0.00005
Notch4	Notch gene homolog 4	0.0003
Ebf2	Early B cell factor 2	0.00005
Timp2	Tissue inhibitor of metalloproteinase 2	0.008
Egr1	Early growth response 1	0.0002
Dusp1	Dual specificity phosphatase 1	0.00001
Loxl1	Lysyl oxidase-like 1	0.02
il6st	Interleukin 6 signal transducer	0.0002
**Gene** **Symbol**	**Gene Name Downregulated (B)**	**p value**
Xbp1	X-box binding protein 1	0.0005
Stx7	Syntaxin 7	0.003
Map3k11	Mitogen activated protein kinase kinase kinase 11	0.0001
Zfp523	Zinc finger protein 523	0.00001
Dad1	Defender against cell death 1	0.0001
Cdk8	Cyclin-dependent kinase 8	0.00004

Genes upregulated (>1.5 fold) in knockout hearts compared to knockout kidneys (unique) (A). Genes downregulated (<1.5 fold) in knockout hearts compared to knockout kidneys (unique) (B).

**Table 4:** Differential gene expression in wildtype hearts and kidneys (Unique).

GeneSymbol	Gene Name Upregulated (A)	p-value
Agtr1a	angiotensin II receptor, type 1a	0.000002
Vegfc	vascular endothelial growth factor C	0.0000008
Hbb-b1	hemoglobin, beta adult major chain	0.001
Taf9	TAF9 RNA polymerase II, TBP associated factor 9	0.000002
Fgf1	fibroblast growth factor 1	0.0004
Foxn3	forkhead box n3	0.000001
Rb1	retinoblastoma 1	0.00001
Tbrg1	transforming growth factor beta regulated gene 1	0.00002
Sirt2	sirtuin 2	0.00002
Apoe	apolipoprotein E	0.03
Mdm2	transformed mouse 3T3 cell double minute	0.0000002
nfkb1	nuclear factor of kappa light polypeptide	0.0000001
Ier3ip1	immediate early response 3 interacting protein1	0.0000005
Prlr	prolactin receptor	0.000002
Nfatc1	nuclear factor of activated T-cells	0.00003
**Gene** **Symbol**	**Gene Name Downregulated (B)**	**p-value**
Zfp36	zinc finger protein 36	0.0004
Ctgf	connective tissue growth factor	0.0006
Dusp6	dual specificity phosphatase 6	0.0001
Ubtf	upstream binding transcription factor	0.00002
Ier3	immediate early response 3	0.00001
Dapk2	death-associated protein kinase 2	0.000003
Sdc2	syndecan 2	0.000005
Mapk13	mitogen-activated protein kinase 13	0.0000004
Junb	Jun-B oncogene	0.03

Genes upregulated (>1.5 fold) in wildtype hearts compared to wildtype kidneys (A). Genes downregulated (<1.5 fold) in wildtype hearts compared to wildtype kidneys (B).

### Biological Processes Representing Genes that were Differentially Expressed in Wildtype and PAI-1 Knockout Hearts

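Clock genes that peak with Dbp were higher in PAI-1 knockout than in wildtype hearts, all 10 measured members lying above 0 with a median of 0.39 log2. Per1, a core repressor of the clock, differed by 0.62 log2 (SE 0.11, adjusted p = 0.0759 from limma) and Per2 by 0.68 log2 (SE 0.17, adjusted p = 0.259). None of the 10 passed over all probes, 4 passed when adjusted over the list alone, and camera gave an adjusted p of 2.79e-08, which was 0.510 with an estimated correlation. Against the mean of the other hearts, the median of the list was 0.29 log2 in KO/HT replicate 2 and 0.36 in KO/HT replicate 3, but -0.023 in KO/HT replicate 1, where 5 of the 10 lay above. Arntl and the other measured gene of the opposite phase were lower, at -0.47 log2 for Arntl (SE 0.15, adjusted p = 0.421), with 1 of them past the test when adjusted over the list alone and an adjusted p of 0.0333 from camera and of 0.536 with an estimated correlation. Per1 passed without KO/HT replicate 2 (0.69 log2, adjusted p = 0.0289). The opposite phase was not called without WT/HT replicate 2 (0.0704), WT/HT replicate 3 (0.107), KO/HT replicate 2 (0.156) or KO/HT replicate 3 (0.210).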

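Smooth muscle genes were lower in knockout hearts, 8 of 10 lying below 0 with a median of -0.25 log2, and 4 fell when adjusted over the list alone. Fatty acid oxidation genes and targets of PPAR-alpha lay below 0 in 18 of 20, with a median of -0.10 log2, and Acot1, an acyl-CoA thioesterase, differed by -0.91 log2 (SE 0.24, adjusted p = 0.280 from limma), with -0.57 log2 in its other detected probe (adjusted p = 0.305). Immediate early genes lay above 0 in 22 of 31, with a median of 0.07 log2. Over all probes no gene of these 3 lists passed, and when adjusted over the list alone no gene passed for fatty acid oxidation and immediate early genes. Camera gave adjusted p-values of 0.00206 for smooth muscle, 0.000977 for fatty acid oxidation and 0.0165 for immediate early genes, and with an estimated correlation the adjusted p was 0.536, 0.536 and 0.599. The call of smooth muscle was lost without KO/HT replicate 3 (0.0709) and that of fatty acid oxidation without WT/HT replicate 3 (0.0525) or KO/HT replicate 3 (0.265). Immediate early genes were not called without WT/HT replicate 2 (0.315), WT/HT replicate 3 (0.0919), KO/HT replicate 1 (0.695) or KO/HT replicate 3 (0.0892).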

Genes involved in a wide variety of biological processes were deregulated in aged PAI-1 knockout hearts compared to age- and sex- matched wildtype controls. The biological processes depicting genes that were deregulated by the absence of PAI-1 are shown in **Table 5** and **Figure 4A**. 

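Ankrd1, a nuclear cofactor of stressed muscle, had a log2 level of 13.60 ± 0.11 (SD, n = 3) in wildtype and of 13.80 ± 0.34 (SD, n = 3) in PAI-1 knockout hearts. The difference was 0.20 log2 (SE 0.14, adjusted p = 0.795 from limma), and it was 0.01 log2 without KO/HT replicate 3. The other of its 2 detected probes differed by 0.76 log2 (SE 0.21, adjusted p = 0.315). Among the 13 measured genes of cardiac stress and hypertrophy, which include Ankrd1, all lay above 0 in knockout hearts with a median of 0.41 log2. Nppa differed by 1.38 log2 (SE 0.45, adjusted p = 0.427) and Myh7, the fetal myosin heavy chain, by 1.05 log2 (SE 0.35, adjusted p = 0.437). None of the 13 passed over all probes and 5 passed when adjusted over the list alone, with an adjusted p of 2.79e-08 from camera and of 0.536 with an estimated correlation. Without KO/HT replicate 2, Myh7 passed (1.50 log2, adjusted p = 0.0428). Against the mean of the other hearts, the median of these genes was 0.87 log2 in KO/HT replicate 3, 0.24 in KO/HT replicate 1 and -0.23 in KO/HT replicate 2.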

For examples: Ankrd1 which is involved in signal transduction, transcriptional regulation, and wound healing biological processes was upregulated in PAI-1 knockout hearts compared to wildtype hearts. Pi16 gene which is involved in the regulation of peptidase activity biological process and cardiac hypertrophy was also upregulated in PAI-1 knockout hearts compared to wildtype controls. 

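Pi16, a peptidase inhibitor that restrains the growth of cardiomyocytes, stood at 9.35 ± 0.14 log2 in wildtype and at 10.12 ± 0.50 log2 in knockout hearts (SD, n = 3). The difference was 0.77 log2 (SE 0.18, adjusted p = 0.201 from limma). Every knockout heart lay above every wildtype heart. With 3 arrays against 3, chance gives groups that do not overlap, in one direction or the other, for 10% of genes. The value without KO/HT replicate 3, the highest at 10.68 log2, was 0.49 log2, and without KO/HT replicate 2 it was 0.96 log2, which passed (adjusted p = 0.0394).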

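All 7 measured genes of MHC class II, which presents antigen to helper T cells, lay below 0 in knockout against wildtype hearts, with a median of -0.34 log2. H2-Ab1 had levels of 10.21 ± 0.42 in wildtype and 9.82 ± 0.18 in knockout hearts (SD, n = 3), a difference of -0.40 log2 (SE 0.19, adjusted p = 0.625 from limma), and its other detected probes differed by -0.72 and -0.41 log2 (adjusted p = 0.380 and 0.562). H2-Aa differed by -0.46 log2 (SE 0.22, adjusted p = 0.635) and Cd74, the invariant chain, by -0.34 log2 (SE 0.14, adjusted p = 0.571). Over all probes and when adjusted over the list alone, none of the 7 passed. Camera gave an adjusted p of 0.00043, which was 0.536 with an estimated correlation and 0.0704 without WT/HT replicate 1. This array had the highest median of the list, 0.55 log2 above the other hearts, and KO/HT replicate 1 the lowest at -0.49 log2. Macrophage genes lay below 0 in 14 of 15, with a median of -0.12 log2, none past the test over all probes or when adjusted over the list alone, an adjusted p of 0.0671 from camera and one of 0.705 with an estimated correlation. They were called without WT/HT replicate 1 (0.000198), WT/HT replicate 2 (0.00313) or KO/HT replicate 3 (0.00214), and without WT/HT replicate 3 their direction turned (0.373).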

H2-Ab1 and Spon2 genes, which are involved in immune response, were deregulated.

**Figure 4:**
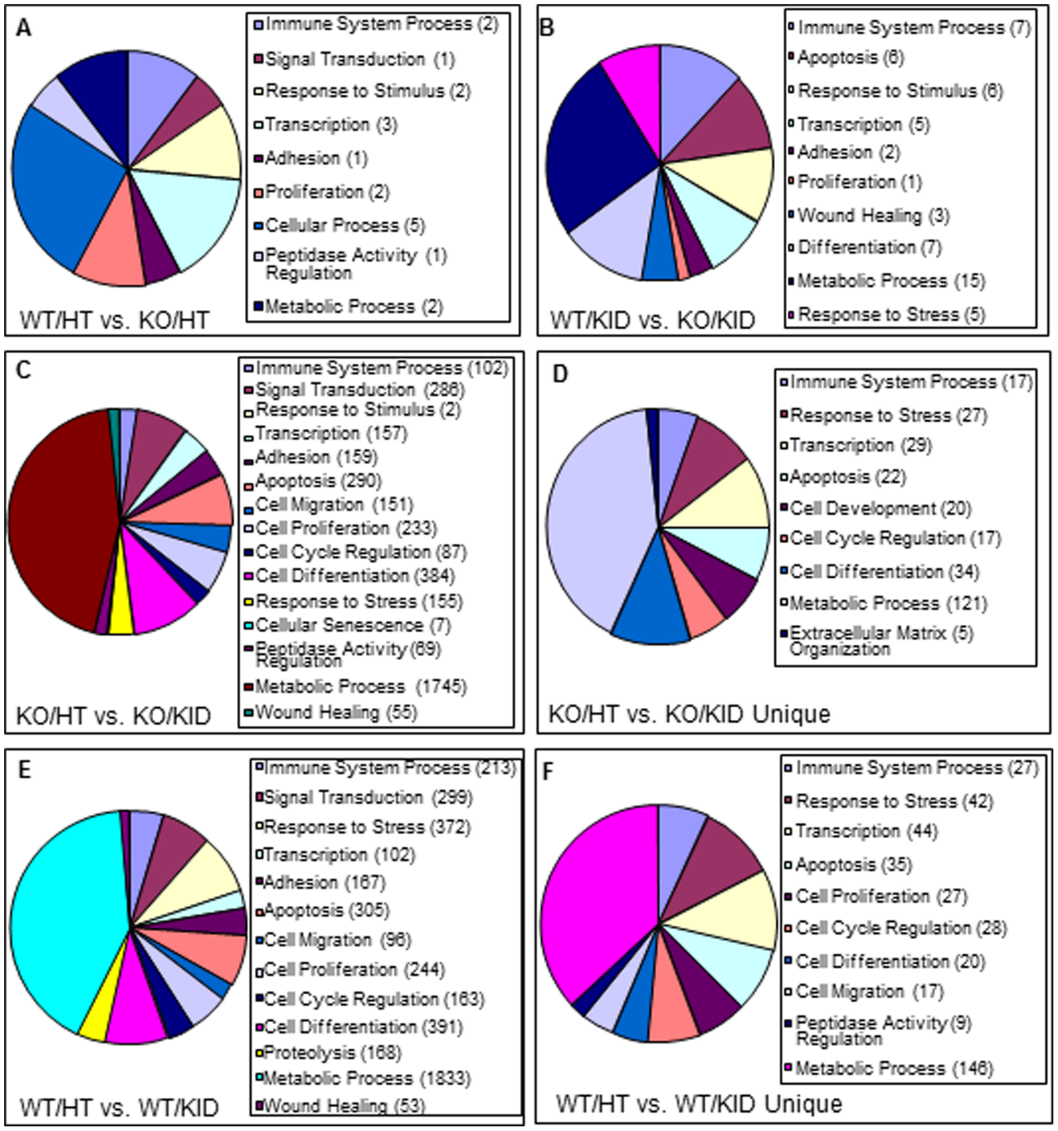
Biological processes representing genes that were differentially expressed in wildtype and PAI-1 knockout heart and kidney groups. Percentages of differentially expressed genes (upregulated or downregulated) under different biological processes are shown by Pie charts. **A.** WT/HT vs. PAI-1 KO/HT; **B.** WT/KID vs. PAI-1 KO/KID; **C.** PAI-1 KO/HT vs. PAI-1 KO/KID and **D.** PAI-1 KO/HT vs. PAI-1 KO/KID (unique); **E.** WT/HT vs. WT/KID; **F.** WT/HT vs. WT/KID (unique). Numbers of deregulated genes are shown in parentheses.

**Table 5:** Biological Processes representing genes that were differentially expressed in knockout hearts compared to wildtype hearts (for level of expression of each gene see Table S1).

Gene Ontology ID	Biological Processes	Gene Symbols
**GO:0045087**	**innate immune response**	H2-Ab1, Spon2
**GO:0030330**	**DNA damage response, signal transduction…**	Ankrd1
**GO:0034097**	**response to cytokine stimulus**	H2-Ab1, Ankrd1
**GO:0006366**	**transcription from RNA polymerase II promoter**	Taf6, Ankrd1, Dbp
**GO:0010811**	**positive regulation of cell-substrate ad…**	Fbln2
**GO:0008285**	**negative regulation of cell proliferation**	Taf6, H2-Ab1
**GO:0048522**	**positive regulation of cellular processes**	H2-Ab1, Ankrd1, Dbp, Fbln2, Phlda1
**GO:0052547**	**regulation of peptidase activity**	Pi16
**GO:0006732**	**coenzyme metabolic process**	Acot1, Ces1d

### Biological Processes Representing Genes that were Differentially Expressed in Wildtype and PAI-1 Knockout Kidneys

Genes involved in different biological processes were also deregulated in PAI-1 knockout kidneys compared to age- and sex-matched wildtype controls. The biological processes depicting genes that were deregulated in kidneys due to PAI-1 deficiency are shown in **Table 6** and **Figure 4B** **.** For examples: The genes Hbb-b1, Hba-a1, JunB, Egr1 and Bcl6 involved in immune system process and matrix remodeling were deregulated. 

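Immediate early genes, which respond within minutes to growth factors and stress, were lower in knockout kidneys in 26 of 31 measured members, with a median of -0.12 log2. Egr1 fell, 7 genes of the list fell when adjusted over the list alone, and the list was called by camera (adjusted p = 7.24e-05), with an adjusted p of 0.780 with an estimated correlation. Junb, a subunit of the AP-1 transcription factor, went from 8.94 ± 0.40 to 8.03 ± 0.24 (SD, n = 3), a difference of -0.92 log2 (SE 0.26, adjusted p = 0.184 from limma). Zfp36 differed by -1.01 log2 (SE 0.21, adjusted p = 0.0644) and Dusp1, a phosphatase of MAP kinases, by -1.01 log2 (SE 0.24, adjusted p = 0.0952). The alpha-globin Hba-a1 differed by 0.59 log2 (SE 0.31, adjusted p = 0.580), from 12.91 ± 0.19 to 13.50 ± 0.43 (SD, n = 3). Hbb-b1 has no probe under its name in the annotation and was not analysed here. The call of Egr1 did not hold without any 1 of the kidneys (adjusted p up to 0.149).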

The expression levels of genes involved in cell death, cell adhesion, proliferation, response to stress and wound healing biological processes were altered in the absence of PAI-1 suggesting these biological processes in kidneys are controlled directly or indirectly by PAI-1.

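Clock genes of the Dbp phase were lower in knockout kidneys in 9 of 10 measured members, with a median of -0.34 log2. None passed over all probes and 3 fell when adjusted over the list alone, with an adjusted p of 0.000752 from camera and of 0.780 with an estimated correlation. Against the mean of the other kidneys, the median was -0.37 log2 in KO/KID replicate 2 and -0.25 in KO/KID replicate 3, but 0.10 in KO/KID replicate 1, where 8 of the 10 lay above. The collagens and matrix proteins lay above 0 in 15 of 28 members with none past the adjusted p, and camera gave an adjusted p of 0.717, with a turned direction without WT/KID replicate 2 (0.924).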

**Table 6:** Biological Processes representing genes that were differentially expressed in knockout kidneys compared to wildtype kidneys (for level of expression of each gene see Table S2).

Gene ontology ID	Biological Processes	Gene Symbols
**GO:0002376**	**immune system process**	Hbb-b1, Hba-a1, Zfp36, Junb, Prf1, Egr1, Bcl6
**GO:0008219**	**cell death**	Dusp1, Ier3, Prf1, Dnase1, Egr1, Bcl6
**GO:0030154**	**cell differentiation**	Prlr, Hbb-b1, Hba-a1, Zfp36, Junb, Egr1,Bcl6
**GO:0030155**	**regulation of cell adhesion**	Prlr, Bcl6
**GO:0030890**	**positive regulation of B cell proliferation**	Bcl6
**GO:0006950**	**response to stress**	Hbb-b1, Ier3, Zfp36, Prf1, Bcl6
**GO:0048583**	**regulation of response to stimulus**	Dusp1, Hbb-b1, Ier3, Zfp36, Egr1, Bcl6
**GO:0009611**	**response to wounding**	Ier3, Zfp36, Bcl6
**GO:0006366**	**transcription from RNA pol II promoter**	Zfp36, Junb, Egr1, Bcl6, Dbp
**GO:0043487**	**regulation of RNA stability**	Zfp36
**GO:0044238**	**primary metabolic process**	Aldha1, Dusp1, Rhbdl2, Rpl23, Prlr, Hbb-b1, Ier3, Zfp36, Hsd3b2, Junb, Dnase1, Egr1, Bcl6, Chka, Dbp

### Biological Processes Representing Genes that were Differentially Expressed in PAI-1 Knockout Hearts and Kidneys

Numerous genes involved in a variety of biological processes were deregulated in aged PAI-1 knockout murine hearts when compared to the gene expression profile of PAI-1 knockout murine kidneys. 

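Between knockout hearts and knockout kidneys, all 14 measured cardiomyocyte genes were higher in hearts and all 12 genes of the proximal tubule were lower, as were 10 of 11 genes of the distal nephron and collecting duct. When adjusted over each list alone these numbers were the same. Camera gave adjusted p-values of 1.3e-11, 1.66e-08 and 9.9e-07, and with an estimated correlation the adjusted p was 0.00176, 0.0281 and 0.00792. Of 15 macrophage genes 13 were higher in hearts, of 12 endothelial genes 11, with 1 lower, and of 20 genes of fatty acid oxidation 15, with 3 lower. When adjusted over each list alone, 16 genes of fatty acid oxidation were higher and the other numbers were the same. The adjusted p of these lists was 0.00357, 0.00385 and 0.0035 from camera, but 0.570, 0.292 and 0.570 with an estimated correlation. The 6 male-biased kidney genes were lower in hearts, all 6 also when adjusted over the list alone (adjusted p = 0.000296, and 0.0450 with an estimated correlation).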

Numerous genes involved in metabolism, cell proliferation, cell migration, cell adhesion, cell cycle, apoptosis, response to stress and wound healing were deregulated (**Figure 4C** and data not shown). We further analyzed the biological processes for the genes which were uniquely expressed only in the KO/HT vs. KO/KID comparison and not in the WT/HT vs. WT/KID comparison. The biological processes depicting genes (unique) that were deregulated by the absence of PAI-1 are shown in **Table 7** and **Figure 4D**. Many of these deregulated genes are involved in transcriptional regulation, cellular differentiation and matrix organization including TIMP1, Scx, COL3A1, MMP23, IGFBP6, Klf6, Notch4, Timp2, Egr1, Dbp, Loxl1 and Il6st.

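Igfbp6, a binding protein of insulin-like growth factors, was higher in knockout hearts than in knockout kidneys by 1.19 log2 (SE 0.22, adjusted p = 0.000382 from limma). Col3a1, a fibrillar collagen, was higher by 1.04 log2 (SE 0.19, adjusted p = 0.000437), with levels of 7.68 ± 0.50 in hearts and 6.64 ± 0.05 in kidneys (SD, n = 3), while its other detected probe did not pass (0.13 log2, adjusted p = 0.0834). In wildtype organs Col3a1 stood at 7.72 ± 0.25 and 6.80 ± 0.07 (SD, n = 3). The receptor subunit Il6st was higher by 0.95 log2 (SE 0.11, adjusted p = 5.22e-06) and Notch4 by 0.83 log2 (SE 0.09, adjusted p = 5.91e-06), with the opposite sign in 1 of its 2 probes. No interaction passed, with 0.51 log2 for Igfbp6 (adjusted p = 0.666), 0.12 for Col3a1 (adjusted p = 0.928), 0.26 for Il6st (adjusted p = 0.661) and 0.17 for Notch4 (adjusted p = 0.744). That of Col3a1 turned without WT/HT replicate 2 (-0.019 log2) or KO/HT replicate 3 (-0.083 log2).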

**Table 7:** Biological Processes representing genes that were differentially expressed in knockout hearts compared to knockout kidneys (unique) (for level of expression of each gene see Table S5).

Gene ontology ID	Biological Processes	Gene Symbols
**GO:0008152**	**metabolic process**	Timp1, Nudt18, Herc4, Ddx17, Dbp, Plk2, Elovl6, Scx, Gstm1, Tlk2, Xbp1, Ube2q1, Mbl1, Hnrpdl, Gstm5, Srd5a3, Cnksr1, Zranb1, Rgs10, Rgnef, Mrpl14, Kdm4b, Car3, Mrap, Cant1, Col3a1, Mrpl28, Mmp23, Zadh2, Map3k11, Aifm2, Bcl2l1, Irx2, Ddx39b, Adck1, Hmgn1, Ptpn21, Asnsd1, Mrps17, Irx5, Tgfbr1, Ebf2, Polr1e, Ndufv1, Dab2ip, Pja1, Unc45a, Etf1, Pigx, Timp2, Ei24, Fth1, Egr1, Zfp238, Nudt1, Hus1, Uqcr11, Dusp1, Nhp2, Ddit3, Guk1, Nr1d2, Klf6, Notch4, Timeless, Gns, Stk32a, Acot3, Scp2, Zfp523, Dad1, Hs3st1, Hras1, Csrnp1, Rnmtl1, Atxn1l, Rhox5, Rprd1a, Gpt2, Pdp2, Sqrdl, Ndufa1, Cdk8, Flad1, Il6st, Mme, Acd, Hdgfrp2, Htra1, Ggct, Avpr1a, Prkag1, Rcan1, Tmem68, Acvr2b, Rbp1, Bcat2, Chn2, Hmgcs2, Pfdn2, Anapc4, Nt5c3, Nr1d1, Uhrf2, Fut8, Map2k3, Fuk, Mertk, Ppip5k1, C4b, Aldh18a1, Fahd1, Uba1, Rnf19a, Akap6, Rsad1, Picalm, Alas1, Gpx6, Loxl1, Bag2
**GO:0007049**	**cell cycle**	Plk2, Tlk2, Map3k11, Bcl2l1, Timp2, Hus1, Dusp1, Ddit3, Nudc, Timeless, Hras1, Cdk8, Tacc2, Mad2l1bp, Anapc4, Pcbp4, Uhrf2
**GO:0008219**	**cell death**	Timp1, Plk2, Scx, Ypel3, Map3k11, Aifm2, Bcl2l1, Tgfbr1, Dab2ip, Ei24, Fth1, Egr1, Dusp1, Ddit3, Dad1, Hras1, Csrnp1, Rhox5, Itm2b, Mcl1, Pcbp4, Slc40a1
**GO:0030154**	**cell differentiation**	Timp1, Herc4, Ddx17, Scx, Tlk2, Xbp1, Rgnef, Mrap, Bcl2l1, Irx5, Shroom3, Tgfbr1, Dab2ip, Grn, Unc45a, Shank3, St7l, Timp2, Egr1, Notch4, Pldn, Rhox5, Lama2, Il6st, Tacc2, Pvrl2, Rcan1, Acvr2b, Rbp1, Mcl1, Snta1, Uhrf2, Mertk, Picalm
**GO:0006950**	**response to stress**	Tlk2, Xbp1, Mbl1, Car3, Aqp4, Col3a1, Map3k11, Hmgn1, Dab2ip, Shank3, Fgg, Nudt1, Hus1, Ddit3, Timeless, Pldn, Hras1, Stab1, Acd, Pvrl2, Avpr1a, Prkag1, Slc12a2, Pcbp4, Map2k3, Mertk, C4b
**GO:0048468**	**cell development**	Timp1, Xbp1, Rgnef, Bcl2l1, Irx5, Shroom3, Tgfbr1, Dab2ip, Grn, Shank3, Timp2, Notch4, Rhox5, Lama2, Il6st, Pvrl2, Rcan1, Snta1, Mertk, Picalm
**GO:0030198**	**extracellular matrix organization**	Scx, Crispld2, Col3a1, Tgfbr1, St7l
**GO:0006355**	**regulation of transcription, DNA-dependent**	Ddx17, Dbp, Scx, Xbp1, Hnrpdl, Kdm4b, Irx2, Irx5, Tgfbr1, Ebf2, Dab2ip, Egr1, Zfp238, Ddit3, Nr1d2, Klf6, Notch4, Timeless, Zfp523, Hras1, Csrnp1, Atxn1l, Rhox5, Rprd1a, Cdk8, Acvr2b, Nr1d1, Map2k3, Picalm
**GO:0002376**	**immune system process**	Timp1, Mbl1, Aqp4, Col3a1, Podxl2, Tgfbr1, Egr1, H2-Eb1, Pldn, Il6st, Pvrl2, Rbp1, Nr1d1, Mertk, C4b, Picalm, Slc40a1
**GO:0045446**	**endothelial cell differentiation**	Tgfbr1, Notch4
**GO:0016049**	**cell growth**	Tgfbr1, Dab2ip, St7l, Ei24, Htra1, Avpr1a

### Biological Processes Representing Genes that were Differentially Expressed in Wildtype Hearts and Kidneys

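In wildtype organs, the 14 cardiomyocyte genes were higher in hearts, the 12 genes of the proximal tubule lower and 10 of the 11 genes of the distal nephron lower, with the same numbers when adjusted over each list alone. Their adjusted p from camera was 2.83e-11, 3.59e-08 and 1.17e-06, and with an estimated correlation the adjusted p was 0.00195, 0.0317 and 0.00822. Macrophage genes were higher in hearts in 14 of 15 and endothelial genes in 11 of 12, both over all probes and when adjusted over the list alone. The adjusted p was 0.00125 and 0.0015, but 0.652 and 0.206 with an estimated correlation. All 6 male-biased kidney genes were lower in hearts, also when adjusted over the list alone (adjusted p = 0.000701, and 0.0550 with an estimated correlation). As the wildtype hearts had Xist and the wildtype kidneys Eif2s3y, a difference of sex cannot be told apart from one of organ here.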

The biological processes representing numerous genes were also differentially expressed (upregulated and downregulated) in wildtype heart and kidney. This result was expected as numerous genes involved in metabolism, stress response and proliferation biological processes were differentially expressed in hearts and kidneys simply due to cell-type and tissue-specific expression (**Figure 4E** and data not shown). We further analyzed the biological processes for the genes which are uniquely expressed only in the WT/HT vs. WT/KID comparison but not in the KO/HT vs. KO/KID comparison are shown in **Table 8** and **Figure 4F**. Results showed that differentially expressed genes are involved in several biological processes including metabolic process, apoptosis, cell cycle, proliferation, migration, differentiation, immune system processes and response to stress. However, the majority of the differentially expressed genes in the WT/HT vs. WT/KID comparison represent tissue specific metabolic processes.

**Table 8:** Biological Processes representing genes that were differentially expressed in wildtype hearts compared to wildtype kidneys (unique) (for level of expression of each gene see Table S6).

Gene ontology ID	Biological Processes	Gene Symbols
**GO:0008152**	**metabolic process**	Mrpl51, Ctsc, Tcp1, Herpud1, Parp14, Prlr, Sgpl1, Mgrn1, Tpm2, Chka, Rps26, Amy1, Ahcyl1, Echs1, Zfp36, Mrpl36, Lypla1, Rnf10, Sgsm2, Rps2, Akap1, Kcmf1, Aip, Rangap1, Sars, Vegfc, Parp2, Akr1b3, Ehd1, Hdhd3, Eif2s3y, Fhit, Hbb-b1, Dnajb4, Tnfaip1, Pck1, Taf9, Pcdh12, Srrt, Ssbp2, Rpl3, Tfrc, Pold2, Trim8, Mdm2, Gucy1a3, Cul3, Galntl4, Polr1c, Pde4a, Ucp3, Exosc5, Spcs1, Atg16l1, Ctgf, Wwp2, Mrpl13, Serinc1, Apoe, Paox, Zfp187, Tef, Rhbdl2, Endod1, Atp9b, Cdk10, Pole3, Gngt2, Ndufc2, Pes1, Prkx, Dus4l, Wdyhv1, Fas, Eif4enif1, Spag9, Abcb6, Tbx10, Adck4, Rgs4, Ddx3y, Rpl23, Meis2, Il34, Mrpl22, Mcf2l, Eci2, Rars2, Kif20b, Diablo, C1rl, Haghl, Usp18, Hat1, Med4, Cln6, Ccnd1, Rgl2, Zfp691, Fbp2, Phkb, Brms1, Cpt2, Ext1, Rpl18a, Stk30, Rps6ka1, Gab1, Notum, Mrpl20, Nfkb1, H2-M3, Fgf1, Foxn3, Flcn, Rpl27a, Gpx4, Ranbp1, Tnni2, Nfatc1, Dusp6, Abp1, Zdhhc9, Bap1, Bnip1, Hint2, Eif3d, Npm1, Rb1, Agtr1a, Sphk1, Vps35, Zfp770, Sep15, Caprin1, Cyth1, Dnajc24, March5, Csdc2, Tbrg1, Mgst1, Ppip5k2, Mark3, Zfp771, Ier3, Gstk1
**GO:0008219**	**cell death**	Ctsc, Herpud1, Ltbr, Sgpl1, Taf9, Mdm2, Maea, Ctgf, Apoe, Zfp346, Fas, Diablo, Brms1, Rps6ka1, Nfkb1, Dusp6, Ier3ip1, Bnip1, Hint2, Rb1, Sphk1, Dram2, Ier3, Ptk2b, Eif5a, Katnb1, Prf1, Rhot1, Hspd1, Casp9, Bad, Tsta3, Insl6, Mmd, Dapk2
**GO:0007049**	**cell cycle**	Calm2, Mdm2, Cul3, Maea, Ctgf, Cdk10, Pes1, Appl2, Kif20b, Ccnd1, Stk30, Foxn3, Ranbp1, Nfatc1, Bap1, Npm1, Rb1, Sphk1, Tbrg1, Katnb1, Junb, Mapk13, Bad, Psmd13, Rhoc, Insl6, Sirt2, Nipbl
**GO:0006950**	**response to stress**	Herpud1, Ltbr, Vapb, Zfp36, Parp2, Akr1b3, Hbb-b1, Mdm2, Ucp3, Pvr, Atg16l1, Ctgf, Apoe, Fas, Spag9, Il34, C1rl, Ccnd1, Gab1, Nfkb1, H2-M3, Fgf1, Gpx4, Abp1, Mustn1, Npm1, Agtr1a, Sphk1, Ier3, Ptk2b, Prf1, Alas2, Fosl2, Hspd1, Mapk13, Pdia5, Cxcl9, Casp9, Mid1, Hmox2, Irgm2, Nipbl
**GO:0002376**	**immune system** **process**	Ctsc, Ltbr, Sgpl1, Zfp36, Vegfc, Hbb-b1, Tfrc, Pvr, Maea, Prkx, Fas, Il34, C1rl, Nfkb1, H2-M3, Rb1, Hba-a1, Ptk2b, Prf1, Alas2, Junb, Hspd1, Cxcl9, Bad, Ptpre, Bcar1, Irgm2
**GO:0008283**	**cell proliferation**	Rnf10, Vegfc, Akr1b3, Srrt, Ctgf, Apoe, Pes1, Prkx, Fas, Appl2, Il34, Tmem127, Ccnd1, H2-M3, Fgf1, Bap1, Npm1, Rb1, Sphk1, Tbrg1, Ptk2b, Eif5a, Junb, Fosl2, Hspd1, Akr1c21, Bad
**GO:0016477**	**cell migration**	Cap1, Sgpl1, Vegfc, Tnfaip1, Cul3, Pvr, Ctgf, Apoe, Prkx, Spag9, Gab1, Fgf1, Agtr1a, Sphk1, Ptk2b, Bcar1, Cyp1b1
**GO:0006355**	**regulation of** **transcription,** **DNA-dependent**	Parp14, Zfp36, Rnf10, Taf9, Ssbp2, Mdm2, Wwp2, Zfp187, Tef, Tbx10, Meis2, Mcf2l, Hat1, Med4, Zfp691, Brms1, Rps6ka1, Nfkb1, Fgf1, Foxn3, Tnni2, Nfatc1, Npm1, Rb1, Sphk1, Zfp770,Csdc2, Zfp771, Ubtf, Junb, Mterfd1, Zfp27, Arid3a, Fosl2, Mapk13, Smarce1, Ascc2, Thap11, Srebf2, Cbx3, Atf7ip, Dkk3, Ppp2r5d, Sirt2, Nipbl
**GO:0045595**	**regulation of cell** **differentiation**	Prlr, Zfp36, Rnf10, Vegfc, Ctgf, Prkx, Fas, Spag9, Ccnd1, H2-M3, Dusp6, Rb1, Sphk1, Caprin1, Ptk2b, Eif5a, Katnb1, Junb, Bad, Ppp2r5d
**GO:0052547**	**regulation of** **peptidase activity**	Herpud1, Mdm2, Ctgf, Diablo, Rps6ka1, Hspd1, Casp9, Bad, Itih3
**GO:0048468**	**cell development**	Rnf10, Vegfc, Hbb-b1, Gm16517, Cul3, Maea, Whrn, Fas, Spag9, Ext1, Nfatc1, Naglu, Rb1, Sphk1, Sep15, Caprin1, Hba-a1, Ptk2b, Katnb1, Agpat6, Bad, Ppp2r5d, Myh11, Insl6, Kcnip2

### Validation of Five Differentially Expressed Genes by qPCR

The expression levels of five differentially expressed genes related to wound healing, hypertrophy and matrix remodeling were validated by qPCR. These are Ankrd1, Pi16, Egr1, Dbp and Timp-1 (**Figure 5A–E**). Ankrd1 is an ankyrin repeat domain containing a transcription modulator and is involved in wound healing [25], [26]. Quantitation of Ankrd1 mRNA by qPCR in wildtype and PAI-1 knockout heart and kidney samples revealed that while the level of Ankrd1 was significantly elevated in PAI-1 knockout hearts compared to wildtype controls (upregulated 4.48-fold; p = 0.005), the level of Ankrd1 mRNA was significantly decreased in PAI-1 knockout kidneys compared to wildtype kidneys (downregulated 0.45 fold; p = 0.03) (**Figure 5A** **)**. Pi16 is a serine protease inhibitor and is elevated in hypertrophic hearts [27]. qPCR analysis of mRNA revealed that the level of Pi16 mRNA was significantly elevated in PAI-1 knockout hearts compared to wildtype hearts (upregulated 3.33-fold; p = 0.002). In contrast, the change in the level of Pi16 was insignificant in PAI-1 knockout kidneys compared to wildtype controls (upregulated 1.4; p = 0.187) (**Figure 5B**). Egr1, an early growth response gene, is involved in inflammation and fibrogenesis [28]–[31]. The quantitative analysis of mRNA revealed that while the level of Egr1 was significantly elevated in PAI-1 knockout hearts compared to wildtype hearts (upregulated 2.89-fold; p = 0.004), the level of Egr1 was significantly downregulated in PAI-1 knockout kidneys compared wildtype kidneys (downregulated 4-fold; p = 0.001) (**Figure 5C**). DBP, the albumin promoter D-box binding protein, is a member of the PAR bZIP (Proline and Acidic amino acid-Rich basic leucine zipper) transcription factor family [32]. DBP is a regulator of hypoxia inducible factors (HIF-1). The level of DBP was significantly increased in PAI-1 knockout hearts compared to wildtype hearts (upregulated 2.9-fold; p = 0.004). In contrast, the level of DBP in PAI-1 deficient kidneys was significantly decreased (downregulated 2-fold; p = 0.04) (**Figure 5D**). The tissue inhibitor of matrix metalloproteinase (Timp1) controls the activity of specific matrix metalloproteinase (MMPs) and thus is involved in matrix remodeling and fibrogenesis [33]. The Timp1 mRNA level was significantly upregulated in PAI-1 knockout hearts compared to wildtype hearts (upregulated 5.7 fold; p = 0.0013). In contrast, there was no change in the expression level of Timp1 in PAI-1 knockout kidneys compared to wildtype kidneys (change 1.00 in knockout vs. 0.94 in wildtype; p = 0.66) (**Figure 5E**). Collectively, these results suggest that several genes involved in profibrotic responses are deregulated in hearts and kidneys in the absence of PAI-1.

**Figure 5:**
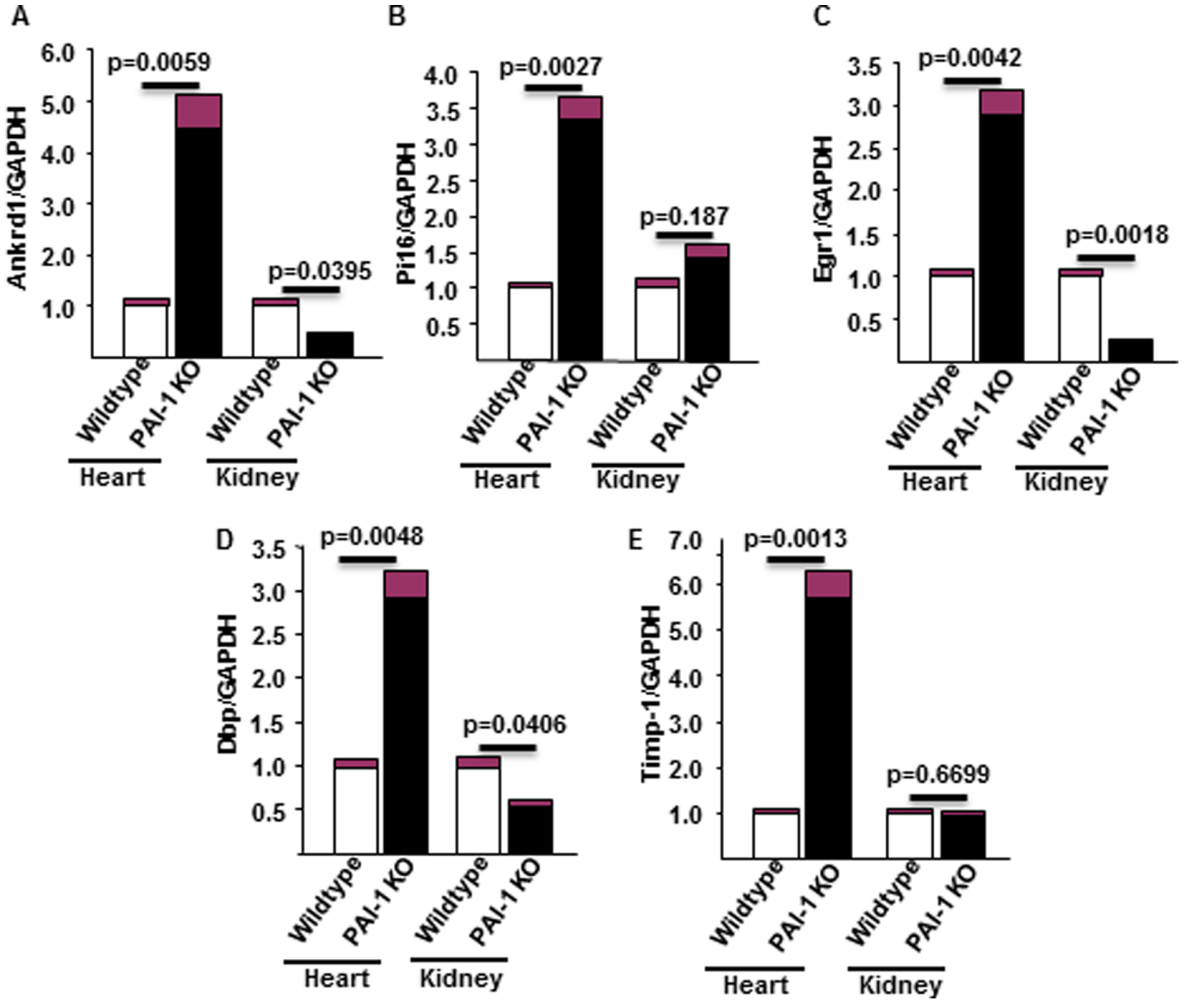
Validation of expression levels of mRNAs in aged PAI-1 knockout and wildtype hearts and kidneys by qPCR analysis. Total RNA from wildtype and PAI-1 knockout heart and kidney tissues were used for quantitation of **A.** Ankrd1; **B.** Pi16; **C.** Egr1: **D.** Dbp and **E.** Timp1 by qPCR analysis using gene specific primers. Data represents mean of triplicates ±SEM. P value of each sample was indicated in the Figure A–E.

### Effect of TGF-ß on Ankrd1, Pi16, Timp1 and Timp4 Expression in Mouse Cardiac Endothelial Cells

As i) PAI-1 deficient mouse cardiac endothelial cells are more susceptible to EndMT [8], ii) EndMT-derived fibroblast-like cells synthesize excessive collagen and other profibrogenic factors compared to control cells [5], [8], [18], iii) the number of FSP-1 positive cells are significantly higher in PAI-1 knockout myocardial tissues [8], and iv) EndMT derived fibroblast-like cells in adult myocardium contributes to fibrogenesis (reviewed in [5] and references therein) here, we measured the protein levels of a few differentially expressed genes during EndMT. Equal amounts of protein from control mouse cardiac endothelial cells and TGF-ß-induced EndMT-derived cells were subjected to Western blot analysis using specific antibodies against Ankrd1, Pi16, Timp1 and Timp4. Western blot results revealed that while the levels of Pi16, Ankrd1 and Timp1 proteins were elevated in response to TGF-ß signaling, the level of Timp4 was decreased (**Figure 6**).

**Figure 6:**
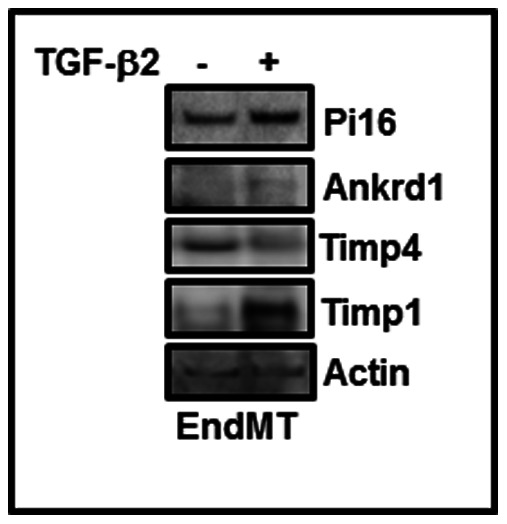
Levels of Ankrd1, Pi16, Timp4 and Timp1 in TGF-β-treated endothelial cells. Mouse cardiac endothelial cells were treated with TGF-ß2 (10 ng/ml) for 7 days. At the end of incubation, control and EndMT-derived fibroblast-like cells were harvested and whole lysates were prepared. Equal amounts of proteins were subjected to Western blot using specific antibodies as indicated.

## Discussion

Organ fibrosis is one of the major causes of organ failure-related deaths among the millions of patients with heart failure, renal failure, idiopathic pulmonary fibrosis, liver cirrhosis and systemic sclerosis [2], [34]–[42]. Currently, there is no effective therapy for fibrosis. Although numerous studies have described the roles of different cytokines, transcriptional regulators and modulators involved in the processes of fibrogenesis [5], [6], [43], the major contributor in the initiation of fibrogenesis is uncertain. As TGF-ß is the major architect of fibrogenic pathway activation, it was initially thought that antibody-mediated suppression of TGF-ß activity would be an ideal approach to block fibrogenesis. However, blocking of TGF-ß activity would be deleterious because TGF-ß also controls other important biological processes including immunity, cellular proliferation and migration [37], [44]. Therefore, there is an urgency to identify the igniters of fibrogenesis in order to develop a novel therapeutic approach to treat fibrosis. Previous studies demonstrated that aged plasminogen activator inhibitor-1 (PAI-1) knockout mice develop cardiac-selective fibrosis without affecting any other organs [8]–[10]. Here, we asked whether profibrotic factors responsible for fibrogenesis are differentially expressed in PAI-1 knockout hearts compared to PAI-1 knockout kidneys.

In order to identify the contributor (s) of cardiac fibrosis, we examined global differential gene expression in hearts and kidneys derived from PAI-1-knockout mice and age-matched wildtype controls. The present study identified several deregulated genes in PAI-1 knockout hearts compared to wildtype hearts and knockout kidneys. Several of these deregulated genes including Ankrd1, Egr1, Pi16, Dbp and Timp1 are related to wound healing, hypertrophy and transcriptional regulation of fibrogenesis [25], [27]–[32], [45]. 

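Collagens and matrix proteins lay above 0 in 27 of 28 measured genes in knockout against wildtype hearts, with a median of 0.19 log2. None of them passed over all probes or when adjusted over the list alone. Camera gave an adjusted p of 3.61e-08, which was 0.536 with an estimated correlation, and 0.353 without KO/HT replicate 3, where the median was 0.03 log2. In that heart, Mfap4, a microfibril-associated protein, lay 1.98 log2 above the mean of the other hearts and the collagen gene Col1a1 lay 1.44 log2 above it, both named after their values were seen. Genes of collagen processing and crosslinking lay above 0 in 10 of 13, with a median of 0.12 log2, none past the test over all probes or when adjusted over the list alone, an adjusted p of 0.0333 from camera and one of 0.705 with an estimated correlation. They were not called without WT/HT replicate 1 (0.103) or WT/HT replicate 3 (0.0525), and without KO/HT replicate 3 their direction turned (0.846). Fibroblast genes had an adjusted p of 0.0553 (0.536 with an estimated correlation) and were called without WT/HT replicate 2 (0.0454) or KO/HT replicate 2 (0.00773). Metalloproteinases with their inhibitors had one of 0.0897 (0.536 with an estimated correlation) and were called without KO/HT replicate 2 (0.0150).

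**Figure D1:**
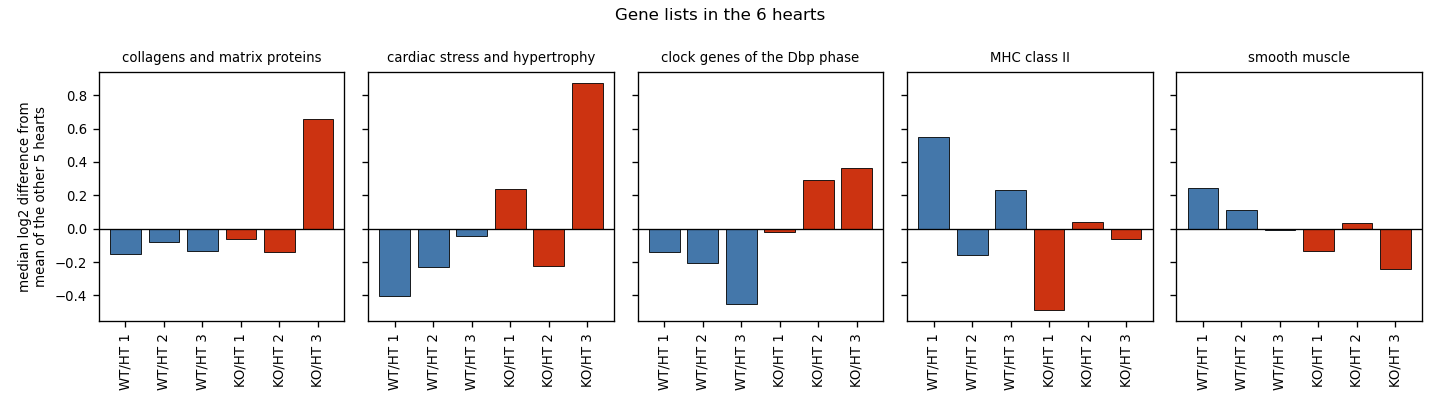
Gene lists in the 6 hearts. Each bar is the median over the measured genes of a list of the log2 difference between 1 heart and the mean of the other hearts. Blue bars are wildtype and red bars PAI-1 knockout hearts. Collagens and matrix proteins stand at 0.66 in KO/HT replicate 3 and at -0.06 and -0.14 in KO/HT replicates 1 and 2.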

Most importantly, while the expression profile of many of these genes was upregulated in PAI-1 knockout hearts, the expression level of those genes was either unaffected or downregulated in PAI-1 knockout kidneys. These results indicate that these differentially expressed genes may contribute to the initiation of cardiac fibrogenesis, and PAI-1 knockout kidneys may be protected from fibrogenesis due to downregulation of these profibrotic regulators. 

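The genes that the paper names for this contrast, Ankrd1, Egr1, Pi16, Dbp and Timp1, each had a higher mean in knockout than in wildtype hearts, and in kidneys Pi16 had a higher and Egr1, Dbp and Timp1 a lower mean in knockout animals. Of these values, the fall of Egr1 in kidneys passed the test of limma, but not without any 1 of the 6 kidneys (adjusted p up to 0.149). The interaction was positive for each of these genes and passed for none of them when all arrays were used. These are array values, while the paper also reports each of these genes as significantly higher in knockout hearts by quantitative PCR. In knockout kidneys it reports by that method Ankrd1, Egr1 and Dbp as significantly lower, an insignificant change of Pi16 and no change of Timp1. The quantitative PCR is not analysed here. From genes higher in knockout hearts and unaffected or lower in knockout kidneys, the paper proposes that they take part in the start of cardiac fibrogenesis and that their lower expression protects the kidneys.

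**Figure D2:**
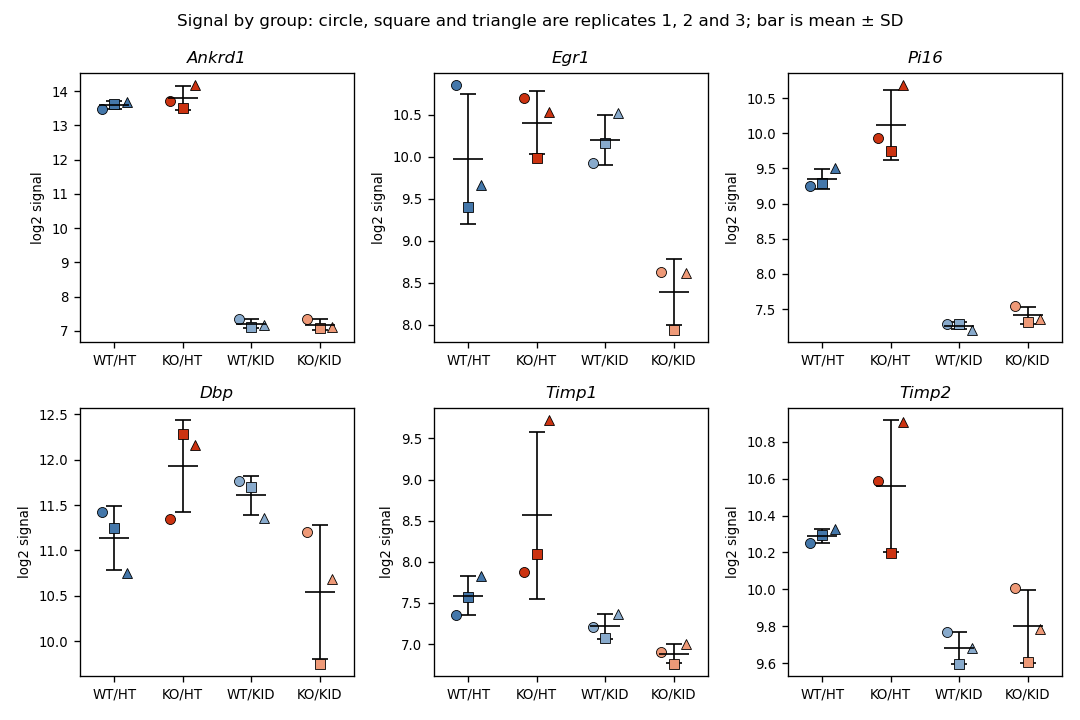
Log2 signal of Ankrd1, Egr1, Pi16, Dbp, Timp1 and Timp2 in wildtype and PAI-1 knockout hearts and kidneys. Circles, squares and triangles are replicates 1, 2 and 3, and the horizontal bar and whiskers are the mean ± SD with n = 3. KO/HT replicate 3 has the highest value of the 6 hearts for Ankrd1, Pi16, Timp1 and Timp2.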

The biology of these identified differentially expressed genes is discussed below in the light of fibrogenesis.

The present study demonstrated that Ankrd1 (Ankyrin repeat domain1) was upregulated in PAI-1 knockout hearts but not in PAI-1 knockout kidneys. 

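In kidneys Ankrd1 had log2 levels of 7.21 ± 0.12 in wildtype and 7.18 ± 0.15 in knockout animals (SD, n = 3). The difference was -0.03 log2 (SE 0.14, adjusted p = 0.993 from limma) and became 0.13 log2 without quantile normalization. It also turned without WT/KID replicate 1 (0.041 log2), KO/KID replicate 2 (0.028 log2) or KO/KID replicate 3 (0.0065 log2). Against knockout kidneys, Ankrd1 was higher in knockout hearts by 6.62 log2 (SE 0.14, adjusted p = 4.76e-13), and between wildtype organs by 6.39 log2. Its interaction of genotype and organ was 0.23 log2 (adjusted p = 0.781), and 0.04 log2 without KO/HT replicate 3. By quantitative PCR, which is not analysed here, the paper reports Ankrd1 as significantly lower in knockout kidneys.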

Ankrd1, a 36 kDa nuclear and cytoplasmic protein, is involved in signal transduction, cytokine stimulus response and RNA Pol II mediated transcriptional regulation [45]. In response to stretch stimuli, Ankrd1 translocates to the nucleus and acts as a nuclear signaling protein upon interaction with transcription factors and thus controls their function. Ankrd1 plays a significant role in both positive and negative transcriptional regulation of cardiac gene expression as a transcriptional cofactor [45]. It has been reported that there is a left-right asymmetric distribution of Ankrd1, with increased level of expression in the left ventricle compared to right ventricle in a diastolic heart failure model [46]. Present results also demonstrated elevated levels of Ankrd1 protein in TGF-ß-induced EndMT-derived fibroblast-like cells. Thus, elevated levels of Ankrd1 in PAI-1 knockout hearts may have contributions in the onset of cardiac fibrogenesis.

The present study revealed that while the level of Egr1 was elevated in PAI-1 knockout hearts compared to wildtype hearts and PAI-1 knockout kidneys, the level of Egr1 was decreased in PAI-1 knockout kidneys compared to wildtype controls. 

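In hearts the transcription factor Egr1 had levels of 9.97 ± 0.77 in wildtype and 10.41 ± 0.38 in knockout animals (SD, n = 3). The difference was 0.43 log2 (SE 0.33, adjusted p = 0.827 from limma), and the highest level of the 6 hearts was that of WT/HT replicate 1 at 10.85. Without that heart it was 0.87 log2 and without WT/HT replicate 2 it was 0.15 log2. Between the knockout organs, Egr1 was higher in hearts by 2.01 log2 (SE 0.33, adjusted p = 0.000174). Its interaction was 2.24 log2 (adjusted p = 0.135), and 2.68 log2 without WT/HT replicate 1, where it passed (adjusted p = 0.0288).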

Egr-1(Early growth response gene-1), an 82 kDa zinc finger transcription factor, is a known inducer of collagen synthesis and may contribute in the pathogenesis of fibrosis [28]–[31]. Interestingly, overexpressed Ankrd1 induces Egr-1 protein, a potent profibrotic regulator, *in vitro* [47]. Therefore, it is reasonable to propose that the presence of excess Ankrd1 in aged PAI-1 knockout hearts may be one of the key igniters of fibrogenesis via activation of the potent profibrotic transcription factor, Egr1. In contrast, PAI-1 knockout kidneys are protected from the onset of fibrogenesis due to lack of Ankrd1-Egr1 profibrogenic axis.

The expression level of Pi16 (peptidase inhibitor 16), a 47 kDa peptidase inhibitor, was significantly elevated in PAI-1 knockout hearts. In contrast there was no alteration in Pi16 expression in PAI-1 knockout kidneys, indicating influence of PAI-1 deficiency on Pi16 expression is organ and tissue-specific. 

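The level of Pi16 in kidneys was 7.26 ± 0.05 in wildtype and 7.41 ± 0.12 in knockout animals (SD, n = 3), a difference of 0.14 log2 (SE 0.18, adjusted p = 0.906 from limma). Knockout hearts exceeded knockout kidneys by 2.71 log2 (SE 0.18, adjusted p = 4.2e-08). Whether the difference between genotypes is another in these hearts than in these kidneys was tested as the interaction, which does not separate organ from sex. It was 0.62 log2 (adjusted p = 0.521) and 0.34 log2 without KO/HT replicate 3.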

Pi16 is a known regulator of cardiac hypertrophy and is upregulated in hypertrophy and heart failure. Although, cardiomyocyte-specific Pi16 overexpressing transgenic mice showed normal cardiac function, the size of their hearts were smaller with hypotrophic cardiomyocytes [27] indicating that Pi16 may be anti-hypertrophic. At present, the exact role of elevated Pi16 in cardiac fibrogenesis and the associated downstream pathway in PAI-1 knockout hearts is unknown. The present data also showed that the protein level of Pi16 was elevated during EndMT in response to TGF-ß2, indicating Pi16 is a target of TGF-ß signaling. Further characterization of Pi16 in profibrotic signaling and its contribution to collagen and other matrix protein synthesis *in vitro* is required.

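Dbp, a transcription factor whose expression follows the circadian clock, stood at 11.14 ± 0.35 log2 in wildtype and 11.93 ± 0.51 log2 in PAI-1 knockout hearts (SD, n = 3), a difference of 0.79 log2 (SE 0.33, adjusted p = 0.569 from limma). In kidneys it stood at 11.61 ± 0.22 log2 in wildtype and 10.54 ± 0.74 log2 in knockout animals (SD, n = 3), a difference of -1.07 log2 (SE 0.33, adjusted p = 0.241). Between knockout organs it was higher in hearts by 1.39 log2 (SE 0.33, adjusted p = 0.00267). The interaction was 1.86 log2 (adjusted p = 0.248).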

The DBP (albumin D-site binding protein), a 34 kDa PAR-bZIP transcription factor, was upregulated in PAI-1 knockout hearts and downregulated in knockout kidneys compared to wildtype controls. Dbp is known to bind to promoters of many genes and control the expression levels of those genes, such as E-box driven clock genes CYP2A4 and CYP2A5 [32]. DBP also directly interacts with a novel promoter within the first exon of human PPAR-γ gene and activates its circadian expression [48]. At present, the biological significance of altered expression of DBP in PAI-1 knockout hearts and kidneys is not clear. As DBP is involved in a number of biological processes such as cell differentiation, proliferation and apoptosis [32], it will be interesting to study whether elevated DBP plays any role in profibrotic signaling and cardiac fibrogenesis.

The present study also identified a number of genes, involved in matrix remodeling under pathological conditions that were uniquely upregulated in PAI-1 knockout hearts compared to PAI-1 knockout kidneys but not in the wildtype tissues. These included Scx, IGFBP6, Klf6, Notch4, Egr1, Timp1, Timp2 and MMP23. i) Scx (Scleraxis), a 22 kDa basic-helix-loop helix transcription factor, is an important regulator of collagen gene expression and plays a significant role in matrix remodeling and fibrosis. Importantly, the level of Scx is significantly elevated in fibrotic tissues [3], [49]. Therefore, elevated levels of Scx in PAI-1 knockout hearts may contribute to cardiac fibrogenesis; ii) IGFBP6 (Insulin like growth factor binding protein 6), a 29 kDa modulator of IGF activity, induces cellular proliferation, suppresses apoptosis and delays cellular senescence. IGFBP6 may be involved in liver fibrogenesis [50], [51] indicating elevated IGFBP6 in PAI-1 knockout hearts may play a role in cardiac-selective fibrogenesis; iii) Klf6, a 31 kDa zinc finger transcription factor, regulates TGF-β gene expression and is associated with fibrosis in non-alcoholic fatty liver diseases. Klf6 is also involved in oxidative stress-induced stellate cell activation, inflammation and increased collagen synthesis [52]–[54]. Therefore, elevated level of Klf6 may play a role in cardiac-specific fibrosis; iv) Notch4, a 230 kDa Notch signaling receptor, is significantly elevated in heart failure and may play a role in myocardial matrix remodeling [55], indicating elevated levels of Notch4 in PAI-1 knockout hearts may have a positive role in cardiac fibrogenesis; v) Egr1, a target of TGF-ß-induced ERK1/2 MAP kinase signaling, plays a significant role in fibrogenesis [28]–[31]. The elevated level of Egr1 in PAI-1 knockout hearts compared to PAI-1 knockout kidneys illustrates its role in cardiac fibrogenesis as discussed earlier; vii) Timp1 and Timp 2 (23 kDa and 21 kDa tissue inhibitor of metalloproteinase 1 and 2) control the activity of metalloproteinases (MMPs) and are involved in matrix remodeling. The levels of Timp1 and Timp2 are elevated in fibrotic tissues and involved in fibrogenesis [56]; Thus, Timps and MMPs are biomarkers for physiological and pathological matrix remodeling [33], [57]. The present study revealed that the levels of Timp1 and Timp2 were significantly elevated in PAI-1 knockout hearts compared to age-matched wildtype controls and knockout kidneys. In contrast, there was no change in expression of Timp1 and Timp2 in PAI-1 knockout kidneys compared to wildtype kidneys suggesting Timp1 and Timp2 may play a significant role in the initial phase of cardiac matrix remodeling in aged PAI-1 knockout mice via controlling MMP activities and matrix degradation; vii) MMP23, a 44 kDa metalloproteinase, may be involved in matrix remodeling under pathological conditions and the level of MMP23 is significantly elevated in idiopathic pulmonary fibrosis (IPF) [58], [59]. 

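Timp1, an inhibitor of metalloproteinases, had levels of 7.59 ± 0.24 in wildtype and 8.56 ± 1.01 in knockout hearts (SD, n = 3), a difference of 0.98 log2 (SE 0.36, adjusted p = 0.504 from limma) that was 0.40 log2 without KO/HT replicate 3. Timp2, a related inhibitor, differed by 0.27 log2 in hearts (SE 0.15, adjusted p = 0.685), and by 0.10 log2 without that array. In kidneys the differences were -0.33 log2 for Timp1 (SE 0.36, adjusted p = 0.872) and 0.12 log2 for Timp2 (SE 0.15, adjusted p = 0.904). Between knockout organs, Timp1 was higher in hearts by 1.68 log2 (SE 0.36, adjusted p = 0.00119), or by 1.10 log2 without KO/HT replicate 3, and Timp2 by 0.76 log2 (SE 0.15, adjusted p = 0.000546). The interaction was 1.31 log2 for Timp1 (adjusted p = 0.478) and 0.15 log2 for Timp2 (adjusted p = 0.868), which turned to -0.019 log2 without KO/HT replicate 3.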

As the level of MMP23 was significantly elevated in PAI-1 knockout hearts compared to knockout kidneys, MMP23 may contribute in cardiac fibrogenesis; and viii) Loxl1 (lysyl oxidase like 1 protein), a 53 kDa lysyl oxidase like protein, catalyses the formation of crosslinks in collagen and other extracellular matrix proteins and stabilizes the protein structure. The deregulation of Loxl1 is associated with different tissue fibrosis [60], [61]. 

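Loxl1, an enzyme that crosslinks elastin and collagen, was higher in knockout hearts than in knockout kidneys by 1.03 log2 (SE 0.24, adjusted p = 0.00242 from limma), and by 0.64 log2 without KO/HT replicate 3. Its levels were 10.27 ± 0.09 in wildtype hearts, 10.62 ± 0.69 in knockout hearts, 9.68 ± 0.06 in wildtype kidneys and 9.59 ± 0.14 in knockout kidneys (SD, n = 3 each). The interaction was 0.45 log2 (adjusted p = 0.745), or 0.05 log2 without that heart.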

The present study identified Loxl1 as an upregulated gene in PAI-1 knockot hearts compared to knockout kidneys, thus indicating its possible role in cardiac fibrosis. Collectively, these results indicate that along with elevated Ankrd1-Egr1 axis, a subset of upregulated regulators involved in profibrogenic signaling and matrix remodeling may contribute to cardiac-specific fibrosis in PAI-1 knockout mice.

Additionally, the level of expression of Klotho (Kl) in PAI-1 knockout kidneys was significantly higher (20-fold) compared to knockout hearts (Table S3). 

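Kl had a log2 level of 11.75 ± 0.18 in knockout and 11.53 ± 0.07 in wildtype kidneys (SD, n = 3), a difference of 0.23 log2 between the genotypes (SE 0.08, adjusted p = 0.304 from limma). Since Kl was detected in no heart, the fold is a lower bound, and knockout kidneys were at least 33.4-fold and wildtype kidneys at least 28.1-fold higher than the hearts of their genotype. The difference between knockout hearts and kidneys was -5.28 log2 (SE 0.08, adjusted p = 1.57e-14), and -0.35 log2 in the other detected probe of Kl (adjusted p = 0.00268), while the interaction of the probe used was -0.24 log2 (adjusted p = 0.562). Without KO/KID replicate 1, the difference between the kidneys was 0.33 log2 and passed.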

A recent report demonstrates that Klotho blocks TGF-ß-induced profibrotic signaling by direct interaction with TGF-ß RII and thus ameliorates renal fibrosis [62]. Furthermore, low level of Klotho in the kidney is associated with worse renal interstitial fibrosis in the unilateral ureteral obstruction (UUO) mouse model [63]. As Klotho is a known antifibrotic factor, we cannot rule out the possibility of Klotho-mediated protection of PAI-1 knockout kidneys from fibrogenesis. Therefore, in contrast to upregulation of a subset of profibrotic factors and downregulation of antifibrotic factors in PAI-1 knockout hearts that lead to fibrogenesis, downregulation of those profibrotic factors and upregulation of antifibrotic factor in PAI-1 knockout kidneys may protect it from fibrogenesis (**Figure 7**).

**Figure 7:**
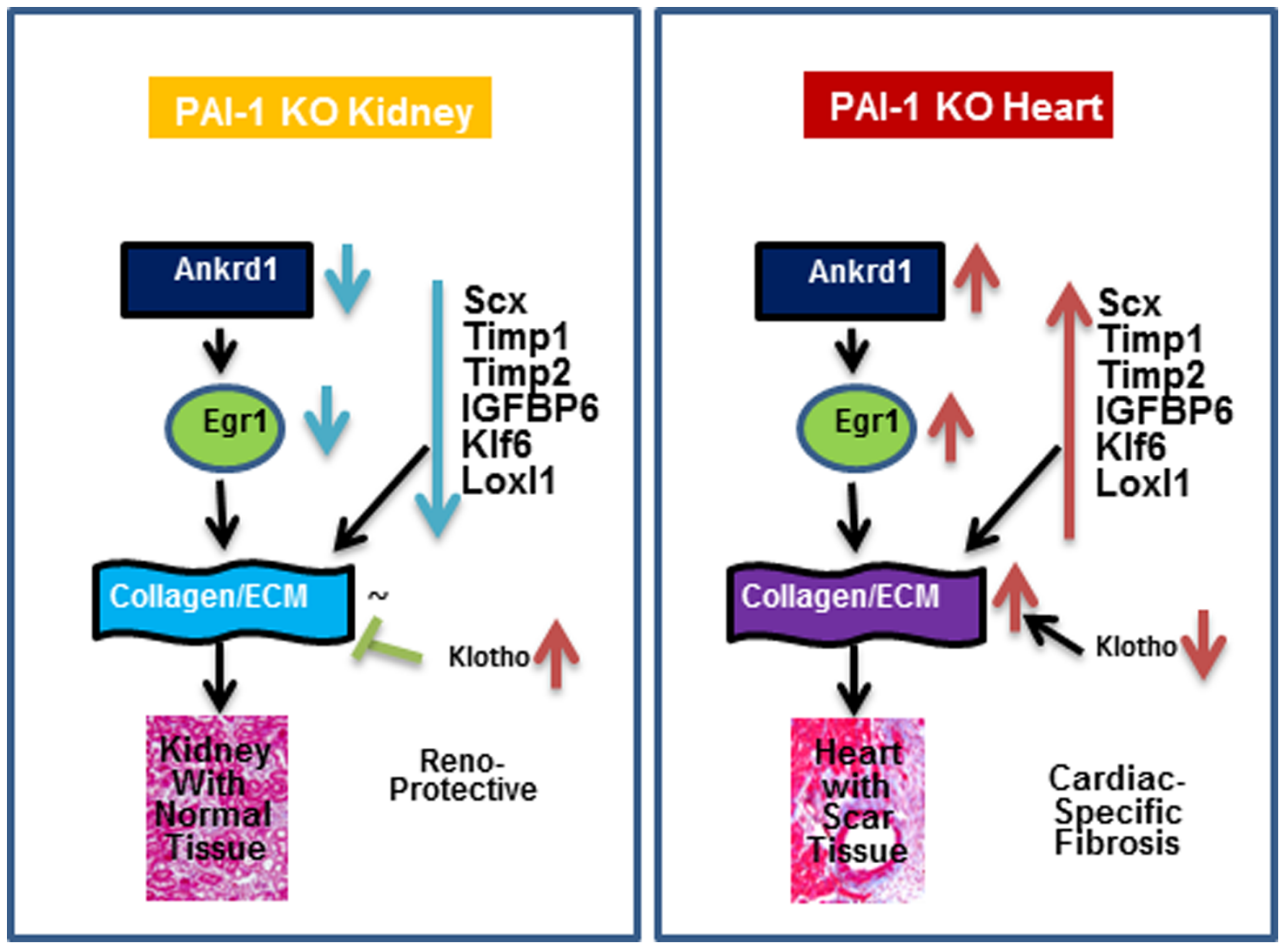
Schematic diagram showing possible involvement of Ankrd1-Egr1 axis and a subset of profibrotic factors as igniters of cardiac fibrosis. Along with other key profibrogenic factors, Ankrd1-Egr1 axis may play a pivotal role in initiation of cardiac-selective fibrosis; and kidney is protected from PAI-1 deficiency-induced fibrogenesis due to lack of these profibrotic regulators. Antifibrotic Klotho may also protect kidney from fibrogenesis.

Other than pro- and antifibrotic genes, numerous genes whose products are involved in a wide variety of biological processes such as adhesion, proliferation, migration, inflammation, apoptosis and metabolism, were also differentially expressed in PAI-1 knockout hearts and kidneys. Therefore, we cannot rule out the possibility of involvement of these genes in the initiation of cardiac-specific fibrosis and in the prevention of renal fibrosis. The rationale behind this notion comes from the observations that fibrogenic pathways can be activated or attenuated by different metabolic end products [64]; activation or differentiation of myofibroblasts from fibroblasts, endothelial cells or epithelial cells depends on other biological processes of these cells such as adhesion, apoptosis and senescence [65]. Taken together, the results of the present study on global gene expression profiling in PAI-1 knockout hearts and kidneys established a strong functional link of PAI-1 with different tissue-specific biological processes.

Although the primary goal of this study was the identification of possible profibrogenic factors differentially expressed in PAI-1 knockout hearts and kidneys, an added benefit is the massive data on global gene expression profiling and the involvement of differentially expressed genes in a variety of biological processes in hearts and kidneys now available (online supplemental data) to other researchers working in the field of plasminogen-plasmin/u-PA/tPA/PAI-1 biology and PAI-1-associated diseases [5]. While many differentially expressed genes in PAI-1 knockout hearts and kidneys are simply due to tissue-specific gene expression, several genes involved in a number of biological processes are influenced by PAI-1 deficiency. To avoid tissue-specific differential expression of genes in the heart vs. kidney comparison, we further filtered and identified the genes which are uniquely expressed only in the PAI-1 knockout heart vs. PAI-1 knockout kidney comparison, and not common in the wildtype heart and kidney comparison vs. PAI-1 knockout heart and kidney comparison. However, there are several limitations dealing with global gene expression profiling using myocardial and renal tissues. One such limitation is the use of total RNA extracted from tissues. When using a mixture of RNA from different cell types including endothelial cells, fibroblasts, epithelial cells and myocytes, it is impossible to predict the specific cell type that is contributing to the differential expression of a particular gene. A second limitation is that activities of numerous transcription factors or regulators, controlling different biological processes in response to stress or signals, are altered only at the posttranslational levels like phosphorylation, acetylation etc. Therefore, it is another hurdle to identify those altered regulators in PAI-1 knockout hearts or kidneys by global gene expression profiling. For example, the levels of phosphorylated Smad2/3 are significantly elevated in PAI-1 knockout hearts compared to wildtype hearts [8]. Despite these limitations, the differential expression profile of each gene presented in this study came from whole tissue, a natural environment where expression patterns of a particular gene by a specific cell-type may be influenced by secreted products of other cell types as described [66].

In summary, the present study on global gene expression profiling of PAI-1 knockout and wildtype hearts and kidneys helps us to formulate a possible and robust hypothesis defining a pathway involving Ankrd1-Egr1-ECM genes that may explain the molecular basis of cardiac-selective fibrosis and lack of renal fibrosis in aged PAI-1 knockout mice. Along with the Ankrd1-Egr1 axis, a subset of profibrotic genes including Scx, Timp1/2, IGFBP6, Klf6 and Loxl1 may contribute to cardiac fibrogenesis. These genes were uniquely upregulated in PAI-1 knockout hearts compared to PAI-1 knockout kidneys (**Figure 7**). Therefore, the present study has established a platform for the future study of organ-specific fibrosis, the identification of igniters of fibrogenesis and the design of novel therapeutic approaches that could prevent either the onset of post-injury fibrogenesis or progression of initiated fibrosis.

## Supporting Information

Figure S1 **Collagen deposition in aged wildtype and PAI-1 knockout lungs and livers is comparable.** The levels of collagen accumulation in lungs and livers derived from 24 m old wildtype and PAI-1 knockout mice were determined by Masson’s trichrome staining. **A,B.** Livers from 24 m old wildtype mouse (**A**) and 24 m old PAI-1 knockout mouse (**B**). **C,D.** Lungs from 24 m old wildtype mouse (**C**) and 24 m old PAI-1 knockout mouse (**D**).Quantitative data on collagen deposition are presented in the text.
(TIF)

Table S1 **Differential gene expression in wildtype and PAI-1 knockout hearts.** Up and Down regulation. [(+) downregulated genes in KO hearts compared to WT hearts; (−) upregulated in KO hearts compared to WT hearts]
(XLS)

Table S2 **Differential gene expression in wildtype and PAI-1 knockout Kidney.** Up and Down regulation. [(+) downregulated genes in KO kidneys compared to WT kidneys; (−) upregulated in KO kidneys compared to WT kidneys]
(XLS)

Table S3 **Differential gene expression in PAI-1 knockout hearts and kidneys.** Up and Down regulation: Common. [(+) upregulated genes in KO hearts compared to KO kidneys; (−) downregulated in KO hearts compared to KO kidneys]
(XLS)

Table S4 **Differential gene expression in wildtype hearts and kidneys.** Up and Down regulation: Common. [(+) upregulated genes in WT hearts compared to WT kidneys; (−) downregulated in WT hearts compared to WT kidneys]
(XLS)

Table S5 **Differential gene expression in PAI-1 knockout hearts and kidneys.** Up and Down regulation: Unique. [(+) upregulated genes in KO hearts compared to KO kidneys; (−) downregulated in KO hearts compared to KO kidneys]
(XLS)

Table S6 **Differential gene expression in wildtype hearts and kidneys.** Up and Down regulation: Unique. [(+) upregulated genes in WT hearts compared to WT kidneys; (−) downregulated in WT hearts compared to WT kidneys]
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

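RNA from hearts and kidneys of wildtype and PAI-1 knockout mice 12 months of age was measured on Illumina mouse bead arrays, with 3 arrays in each of 4 groups, WT/HT, KO/HT, WT/KID and KO/KID. The deposited table of the 12 arrays holds for each of 45281 probes a summary signal, an intensity per probe as exported by the authors. Checked on the values, it is linear, never near 0 (the smallest is 71.7) and not normalized between arrays. For each signal the authors deposited a detection p-value, whose calculation is not given in the sources used here. A further deposited table holds the authors' normalized values for the same probes, which are linear and were taken to log2 here. The paper's methods name lumi and quantile normalization for them. Their lowest value lies well above the lowest signal, and the step before normalization that raised it, like the version of lumi, is not given in the sources used here.

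The deposited signals were quantile normalized over all probes of the 12 arrays and log2 transformed, with no further background correction. A probe was kept at a detection p-value under 0.01 in at least 1 array, which left 19780 probes. From 14281 to 16080 probes were detected per array, and no number of molecules or reads is known for a signal, so precision was taken from the spread between the arrays. Gene symbols came from the platform annotation, which lists 34903 probes, and were updated through Entrez identifiers where the RefSeq genes of assembly GRCm38.p6 hold them. Of the kept probes, 17073 had 1 symbol, 9 had several, from which no gene was named, and 2698 had none and are unnamed here. A gene was given the value of its detected probe with the highest mean over the 12 arrays.

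Computation used R 4.3.3, limma 3.58.1 and data.table 1.17.8. All 12 arrays entered 1 limma model with a mean per group, with 8 residual and 3.91 prior degrees of freedom. The comparisons were knockout against wildtype within hearts and within kidneys, hearts against kidneys within each genotype, and the interaction of genotype and organ. The moderated tests looked in both directions, and p-values were adjusted over all kept probes by Benjamini and Hochberg's method. Counts are also given at the criteria of the paper's methods, an unadjusted p under 0.05 and at least 1.5-fold between genotypes, and a false discovery rate of 10% and at least 1.5-fold between organs. A fold against groups where a gene was not detected is given as a lower bound. Clustering used average linkage on 1 - r over the kept probes.

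Lists of genes with a shared function or cell type were tested with camera on gene values at a preset correlation of 0.01, again with an estimated correlation, and with the directional and the mixed test of fry, and p-values were adjusted over the lists of a comparison. Lists taken from the paper's supplementary tables were chosen by the study on these samples.

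The genes named are those that the paper names for a comparison, the 5 with the largest rise and the 5 with the largest fall among genes that pass with groups that do not overlap, and up to 4 members of each list described, those with the smallest adjusted p. Values in the paper's tables had been seen when this rule was set. Genes named outside it are said to be named after their values were seen.

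The alternatives tried were the neqc background correction with an offset of 16, no quantile normalization with each array centred on its median, and the authors' normalized values. Others were a detection p-value under 0.05 in 1 array, one under 0.01 in 3 arrays and no filter, a fit of only the groups compared, the replicate number as a block, the mouse as a random block, replicate 1 against the others as a covariate, the methods' t-test, moderation with trend and robust estimation, the mean of all detected probes of a gene, and leaving out each array in turn. After the data were seen, 3 more were added, the authors' values with only the groups compared, only replicates 2 and 3, and the hearts without KO/HT replicates 1 and 3 together. The fit was tested on simulated data in which 200 probes were changed by 1.5-, 2- or 4-fold. At 1.5-fold it recovered 95.5% of them in the hearts and 88.1% in the kidneys, with 8 and 9 false calls. The simulated noise was independent between probes, had the same SD in all groups and held no array that stood apart. These shares therefore do not give the power in the real arrays, where KO/HT replicate 3 stood apart.

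A result set before the data were examined is not reported here. Of Tables S3 and S4, the first 1997 of the 3900 and of the 4049 genes were available, and these tables are not used here. The quantitative PCR, the Western blots and the histology have no deposited values and are not analysed here.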

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

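The splits of the samples were planned, while the tests on KO/HT replicate 3 and on the sex-linked transcripts were chosen after the results were seen.

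The interaction of genotype and organ passed for Ciart at 1.67 log2, Hsd3b2 at 1.11, Haghl at 0.60, Apob at -0.71 and Fbxl22 at -0.48, and the other detected probes of Hsd3b2 and Haghl did not pass. Each of these calls was lost without WT/HT replicate 2 and without several other arrays, where the adjusted p was at most 0.146. The 20 probes that passed stand against at most 22 in the other labellings of the arrays. Of the 100 labellings, 2 gave as many, the real one included. This share lies under the 0.05 set in advance. It is not corrected for the other counts tested this way, and another labelling gave more probes than the real one, so chance is not excluded.

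By camera, 11 lists differed between hearts and kidneys in the difference between genotypes, which does not separate organ from sex. Clock genes of the Dbp phase (4.09e-10), immediate early genes (1.14e-06), cardiac stress genes (5.62e-05) and smooth muscle genes (0.00216) were called without any 1 array. Collagens and matrix proteins (0.00183) were lost without KO/HT replicate 3 (0.720), MHC class II (0.00438) without WT/HT replicate 1 (0.0742) or KO/HT replicate 1 (0.0729), and fatty acid oxidation (0.00582) without WT/HT replicate 3 (0.0550), KO/HT replicate 3 (0.155) or WT/KID replicate 1 (0.0696). Adipocyte genes (0.0155) were lost without WT/KID replicate 2 (0.143) or KO/KID replicate 3 (0.120), and endothelial genes (0.0255) without KO/HT replicate 1 (0.150), WT/KID replicate 1 (0.205) or KO/KID replicate 1 (0.0912). Clock genes of the opposite phase (0.0261) were lost without WT/HT replicate 3 (0.0713), KO/HT replicate 2 (0.0883), KO/HT replicate 3 (0.0950), WT/KID replicate 1 (0.0514) or WT/KID replicate 3 (0.0503). Macrophage genes (0.0262) were lost without WT/HT replicate 3 (0.912), KO/HT replicate 1 (0.252), KO/HT replicate 2 (0.0883), WT/KID replicate 1 (0.0997), WT/KID replicate 2 (0.119) or KO/KID replicate 1 (0.113). With an estimated correlation 0 lists were called, as with the directional test of fry, while its mixed test, which takes genes of both directions together, called the clock genes of the Dbp phase (0.00621). As many lists were called in 5 of the 100 labellings drawn, with at most 12 in another, so chance is not excluded.

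Sex-linked transcripts differed between the organs, and the paper lists Eif2s3y and Ddx3y among the genes that differ between wildtype hearts and kidneys. Eif2s3y stood at 9.80 log2 in KO/HT replicate 1 and was not detected in the other hearts, while Xist had a median of 8.01 log2 in KO/HT replicates 2 and 3. Hearts and kidneys of the same wildtype mice are excluded, since the number of arrays with Eif2s3y differed by 3 between the organs. An organ difference within 1 sex is excluded, as Eif2s3y was detected in 7 arrays and Xist in the other 5, and an exchange of heart and kidney arrays is excluded, as the cardiomyocyte genes of the lowest heart lay 6.54 log2 above those of the highest kidney. Xist was detected in 3 wildtype and 2 knockout hearts, and Eif2s3y in 1 knockout heart and the 3 kidneys of each genotype. No array had both. Each lay at 7.88 log2 or above where detected and at 6.52 log2 or below where not. Hearts from mice of the other sex than the kidneys, except KO/HT replicate 1, would give these values. No sex is listed per sample, and this was not tested further. Between the wildtype organs, sex and organ cannot be told apart. The other comparisons that include hearts, and the interaction, are not balanced for these transcripts.

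Matrix and stress genes were high in KO/HT replicate 3, where the beta-globin Hbb-b2 also stood at 8.23 log2 against 6.50 to 6.76 in the other hearts, while the median of the erythroid genes lay at -0.34 log2 against the other hearts with 1 of 4 above. More fibroblasts in this sample stay open, as the highest of 3 fibroblast markers that code for no matrix protein lay 0.35 log2 above the other hearts. This is under the median of the matrix genes (0.66 log2) but over their lower quartile (0.29 log2), and the median of the markers was 0.25 log2. The bound was moved from the median to the lower quartile after the result was seen. Against the first bound, this explanation would have been taken as excluded. Poor RNA or array quality stays open too, since the 14916 detected probes lie within the 14281 to 15292 of the other hearts but degraded RNA need not lower this number. Whether the genotype raises these genes in all knockout hearts stays open as well, since without this array the matrix genes had an adjusted p of 0.353, in a range from 1.3e-11 to 0.353 over the arrays left out. A difference between these animals in the stage of disease may contribute, and the arrays cannot show it.

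For the comparisons of 3 arrays with 3, the 10 splits are too few for a share under 0.05. In the hearts 73 probes stood against at most 49 in another split at the criteria of the methods, 13 against 2 at an adjusted p under 0.05, each in 1 of the 10 splits, and 9 lists against 9, in 3 splits. In the kidneys the values were 113 against 33 and 108 against 3, each in 1 split, and 2 lists against 10, in 5 splits. Between knockout organs they were 6155 and 12882 and between wildtype organs 6405 and 13323, each against 0 in limma and each in 1 split. Every other split there mixes hearts and kidneys within a group, so the difference of organ widens the spread. For the organs, the counts of 0 are therefore no test of chance. The genes limited to the knockout comparison numbered 311 against at most 548, with as many in 61 of 100 labellings, and those limited to the wildtype comparison 487 against 564, in 6 of 100, so chance is not excluded for either. For these last 2 counts each labelling was taken as it is or mirrored at random, a choice made after the first result was seen, which was 63 and 2 of 100. For the wildtype count, the first draw thus lay under the share of 0.05 and the second did not.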

How the results depend on the processing

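The tests with the 3 added alternatives were chosen after the results were seen. With 3 arrays per group, the heart comparison depends on single hearts, and the cause was not tested. Signals over background limit the folds of dim probes, which neqc widens. For single genes, 2722 of the values under the alternatives set in advance kept direction and side of the threshold, 205 lost the call, 26 gained it and 10 turned. For the lists that camera called, 202 values stayed the same, 83 lost the call and 1 turned, and of the counts and tests 208 stayed within 1.5 times and 44 moved further.

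At the criteria of the methods, neqc gave 233 heart, 305 kidney, 9798 knockout organ and 10259 wildtype organ probes, the authors' values 40 and the methods' t-test 29 heart probes, and no quantile normalization 263 kidney probes. Leaving out 1 array gave 49 to 152 heart probes. At an adjusted p under 0.05, the hearts gave 21 probes with neqc, 5 without quantile normalization, 3 with only the groups compared, 1 with the methods' t-test, 25 with trend and robust moderation and 4 to 116 without 1 array. The kidneys gave 2544 without quantile normalization, 32 with only the groups compared, 3 with the methods' t-test and 59 to 131 without 1 array. The interaction gave 11 with the authors' values, 11 without a filter, 7 with an unmoderated test and 4 to 25 without 1 array. Genes limited to 1 comparison numbered 543 (knockout) and 789 (wildtype) with neqc and 667 (knockout) without quantile normalization. Lists called were 0 with an estimated correlation and with the directional test of fry in the hearts, the kidneys and the interaction. The mixed test of fry called the clock genes of the Dbp phase in the hearts (0.0159) and the interaction (0.00621). Without 1 array, the lists called by camera numbered 5 to 11 in the hearts, 2 to 4 in the kidneys and 7 to 11 in the interaction. Of the added alternatives, the authors' values with only the groups compared gave 22 heart probes at the criteria of the methods, and 2 heart and 11 kidney probes at an adjusted p under 0.05. Only replicates 2 and 3 gave 4 heart and 39 kidney probes, and the hearts without KO/HT replicates 1 and 3 gave 27.

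With the replicate number as a replicate block, 8 heart probes passed at an adjusted p under 0.05, and no other count moved by more than 1.5 times. The numbers do not pair the arrays, since arrays with the same number correlated at -0.203 to 0.207, over 0.1 in 4 of 12 cases, and 6 of 12 arrays correlated best with their own number. With the mouse as a random block, the consensus correlation was 0.0122. For replicate 1 against the others, limma called 0 probes, with 887 at an unadjusted p under 0.05.

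Of the lists that camera called, collagen processing in the hearts turned without KO/HT replicate 3 (adjusted p = 0.846, in a range from 0.000741 to 0.846 over the arrays left out). Lists that were not called turned more often, among them the TGF-beta pathway in the hearts without KO/HT replicate 3 (0.774) and the collagens and matrix proteins in the kidneys without WT/KID replicate 2 (0.924). In the kidneys, Ankrd1 turned to 0.13 log2 without quantile normalization, 0.041 without WT/KID replicate 1, 0.028 without KO/KID replicate 2 and 0.0065 without KO/KID replicate 3, with -0.11 to 0.041 over the arrays left out, and Chka to -0.0074 without WT/KID replicate 2, with -0.0074 to 0.11. Rb1 between wildtype organs was -0.14 log2 without quantile normalization. In the interaction, Col3a1 was -0.019 without WT/HT replicate 2 and -0.083 without KO/HT replicate 3, with -0.083 to 0.40 over the arrays left out, Timp2 was -0.019 without KO/HT replicate 3, with -0.019 to 0.34, and Dad1 was 0.027 with the mean of all detected probes.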

Differences from the paper's values

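The paper reports 17 genes in hearts, 7 higher and 10 lower in the knockout, at an unadjusted p under 0.05 and 1.5-fold, and 54, 32 and 22 genes passed these criteria here. Of the 18 alternatives set before the data were examined, the methods' t-test gave 18 genes, 10 higher and 8 lower. Each was within 1.5 times the paper's number, though more were higher than lower, the reverse of the paper. The methods name this test in their general statistics section and limma for the arrays, so it is not shown to be the test behind the paper's list. Counts further apart than 1.5 times are taken as different here, and folds of a table if they have the other sign or lie further apart than the larger SD of the 2 groups, or, for a lower bound, if it is over 1.5 times the paper's fold. No quantile normalization, the authors' normalized values and leaving out KO/HT replicate 3 removed the difference for the lower genes alone, and the others did not. The authors' normalized values with only the groups compared, chosen after seeing the values, gave 15 genes, 7 higher and 8 lower, and called all 15 measured genes of Table S1. In kidneys the paper reports 7 higher genes and 12 passed here, and 4 of the 18 alternatives removed the difference, the authors' values, the methods' t-test and leaving out WT/KID replicate 2 or KO/KID replicate 2. The authors' values with only the groups compared, chosen after seeing the values, gave 6, called 24 of the 25 measured genes of Table S2 and dropped 1.

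The paper gives Klotho as 20-fold higher in knockout kidneys than hearts, and the bound here is at least 33.4-fold. The authors' values gave 20.3 and the other 17 alternatives did not remove the difference.

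Of the folds in the paper's supplementary tables for the genes it names, 15 of 15 had the same sign here in Table S1, 23 of 24 in Table S2, 20 of 20 in Table S5 and 21 of 21 in Table S6. In Table S1 (wildtype over knockout) the paper gives Taf6 1.65031 and 2.26 was found here, with no difference for the authors' values and the mean of all detected probes and a difference for the other 17 of 19 alternatives. For Ankrd1 the paper gives -1.72362 against -1.15 here, and of the 19 the mean of all detected probes alone removed the difference, while the detected probe not used for the gene had a log2 difference of 0.76. In Table S2 the paper gives Chka 2.86706 against -1.04 here, and none of the 19 alternatives removed it. Both detected probes of Chka were dim, with means of 6.52 and 6.64 log2 over all arrays. Their differences, knockout minus wildtype, were 0.08 and 0.06 log2, so the sign here carries little weight. The paper's text and table call Hba-a1 and Dnase1 in kidneys, which did not pass its criteria here. Hba-a1 passed with only the groups compared, the replicate number as a block, replicate 1 as a covariate and without KO/KID replicate 2. Dnase1 passed with the authors' values, without quantile normalization and without WT/KID replicate 1, WT/KID replicate 3, KO/KID replicate 1 or KO/KID replicate 3. Both passed with the authors' values and only the groups compared, and Dnase1 with only replicates 2 and 3, settings chosen after seeing the values, of which the latter dropped 3 of the 25 measured genes of Table S2.

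In Table S5 (heart over kidney, knockout) the paper gives Scx 1.52987, Klf6 1.59851 and Cdk8 -1.50412, against 1.97, 1.89 and -1.69 here. The authors' values removed all 3 differences. Further alternatives did so for Scx (no quantile normalization and leaving out KO/HT replicate 1, KO/HT replicate 3 or KO/KID replicate 2), for Klf6 (the mean of all detected probes) and for Cdk8 (leaving out KO/KID replicate 2), and the rest of the 19 did not.

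In Table S6 (heart over kidney, wildtype) the paper gives Vegfc 1.60777, Taf9 1.56114, Foxn3 1.70146, Nfatc1 1.62184 and Ier3ip1 1.63526, against 2.15, 2.07, 1.91, 2.01 and 1.76 here. It gives Rb1 1.50304, Tbrg1 1.51697, Sirt2 1.52142 and Dapk2 -1.52197, against 1.23, 1.78, 1.66 and -1.76 here. The authors' values removed all of these differences except that of Rb1, which the mean of all detected probes removed. No quantile normalization also did so for Nfatc1 and Tbrg1, the mean of all detected probes for Taf9 and Nfatc1, and leaving out WT/HT replicate 3 or WT/KID replicate 1 for Sirt2, and the rest of the 19 did not. The authors' values with only the groups compared, chosen after seeing the values, removed the differences in Table S5 and Table S6 except that of Rb1, as they did for Taf6 and Klotho, and called 198 of the 199 measured genes of Table S5 and 319 of the 322 of Table S6 in the comparison to which the paper limits them. Only replicates 2 and 3, also chosen after seeing the values, did so for Sirt2 and called 150 of those 322 genes.

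The paper states that the groups clearly separate, while with 4 clusters here the hearts did not part by genotype. It calls the mice matched for sex, and sex-linked transcripts differed within the knockout hearts, with Eif2s3y at 9.80 log2 in replicate 1. It reports Ankrd1, Egr1, Pi16, Timp1 and Timp2 as raised in knockout hearts. For all of them but Timp2 it also gives a significant rise by quantitative PCR, which is not analysed here. Their array values here were 0.20, 0.43, 0.77, 0.98 and 0.27 log2, none past the adjusted p. At the criteria of the methods Pi16 (unadjusted p = 0.00123 from limma), Timp1 (0.0180) and the other detected probe of Ankrd1 (0.76 log2, 0.00379) passed. Egr1 passed them without WT/HT replicate 1 and with only replicates 2 and 3, the latter chosen after seeing the values and dropping 2 of the 15 measured genes of Table S1, and Timp2 passed under no setting run. Of the genes that it limits to the knockout organs, Scx, Ebf2, Klf6, Col3a1, Igfbp6, Notch4, Timp2, Il6st and Cdk8 were not limited to them here. Timp1, Dbp, Mmp23, Egr1, Dusp1, Loxl1, Xbp1, Stx7, Dad1, Zfp523 and Map3k11 were limited to them. Of those it limits to the wildtype organs, Vegfc, Sirt2, Rb1, Apoe, Dapk2, Dusp6, Foxn3, Ier3ip1, Mapk13, Nfatc1 and Taf9 were not. Agtr1a, Ccn2, Ier3, Junb, Zfp36, Fgf1, Mdm2, Tbrg1, Sdc2 and Ubtf were limited to them. With the authors' values, all of these genes that were not limited here were limited as the paper states. Without quantile normalization Igfbp6, Scx, Nfatc1 and Taf9 were as well, without a filter Apoe was, and with only replicates 2 and 3 Dusp6, Foxn3 and Ier3ip1 were.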

Other observations

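Flt1, a receptor of vascular endothelial growth factor, had log2 levels of 10.67 ± 0.13 in wildtype and 10.15 ± 0.13 in knockout hearts (SD, n = 3), a difference of -0.52 log2 (SE 0.09, adjusted p = 0.0759 from limma), which passed without KO/HT replicate 2 (adjusted p = 0.0409). Endothelial genes lay below 0 in 10 of 12 in knockout hearts, with a median of -0.06 log2 and an adjusted p of 0.0820 from camera (0.536 with an estimated correlation), and they were called without KO/HT replicate 3 (0.0411). Genes of plasminogen activation, the system that PAI-1 inhibits, lay above 0 in 6 of 9 with a median of 0.05 log2 (adjusted p = 0.107), and genes of the TGF-beta pathway in 14 of 22 with a median of 0.07 log2 (adjusted p = 0.271, and 0.705 with an estimated correlation). The TGF-beta pathway was called without KO/HT replicate 1 (0.0316), and without KO/HT replicate 3 its direction turned (0.774). None of the genes of these lists passed over all probes.

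In kidneys, genes of the unfolded protein response lay above 0 in 9 of 11 in knockout animals, with a median of 0.10 log2 and an adjusted p of 0.140 from camera (0.780 with an estimated correlation), and they were called without KO/KID replicate 1 (0.0399). Between the knockout organs, all 7 genes of MHC class II were lower in hearts, with a median of -0.82 log2 (adjusted p = 0.0405, and 0.570 with an estimated correlation). Between the wildtype organs, 3 of the 7 were lower at an adjusted p under 0.05, with a median of -0.24 log2 (adjusted p = 0.230).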
